# A robust neuromuscular system protects rat and human skeletal muscle from sarcopenia

**DOI:** 10.18632/aging.100926

**Published:** 2016-03-24

**Authors:** Alice Pannérec, Margherita Springer, Eugenia Migliavacca, Alex Ireland, Mathew Piasecki, Sonia Karaz, Guillaume Jacot, Sylviane Métairon, Esther Danenberg, Frédéric Raymond, Patrick Descombes, Jamie S. McPhee, Jerome N. Feige

**Keywords:** skeletal muscle, neuromuscular junction, sarcopenia, physical frailty

## Abstract

Declining muscle mass and function is one of the main drivers of loss of independence in the elderly. Sarcopenia is associated with numerous cellular and endocrine perturbations, and it remains challenging to identify those changes that play a causal role and could serve as targets for therapeutic intervention. In this study, we uncovered a remarkable differential susceptibility of certain muscles to age-related decline. Aging rats specifically lose muscle mass and function in the hindlimbs, but not in the forelimbs. By performing a comprehensive comparative analysis of these muscles, we demonstrate that regional susceptibility to sarcopenia is dependent on neuromuscular junction fragmentation, loss of motoneuron innervation, and reduced excitability. Remarkably, muscle loss in elderly humans also differs in vastus lateralis and tibialis anterior muscles in direct relation to neuromuscular dysfunction. By comparing gene expression in susceptible and non-susceptible muscles, we identified a specific transcriptomic signature of neuromuscular impairment. Importantly, differential molecular profiling of the associated peripheral nerves revealed fundamental changes in cholesterol biosynthetic pathways. Altogether our results provide compelling evidence that susceptibility to sarcopenia is tightly linked to neuromuscular decline in rats and humans, and identify dysregulation of sterol metabolism in the peripheral nervous system as an early event in this process.

## INTRODUCTION

Skeletal muscle mass and function decline gradually with age and become debilitating in 5-20% of elderly in populations aged over 65 [1-3]. This syndrome is commonly referred to as sarcopenia or physical frailty [4], and represents a major risk factor for falls, loss of independence in activities of daily living, nursing home admissions and, ultimately, mortality [1]. Sarcopenia is caused by multi-factorial endocrine and cellular processes that lead to defects in the contractile function of skeletal muscle. Reduced levels of anabolic hormones, degradation of the muscle contractile protein machinery, loss of regenerative capacity and stem cell function, altered neuronal excitation and mitochondrial dysfunction have all been associated with sarcopenia [5-8]. However the exact causes and consequences of each of these aspects are not fully understood and require further mechanistic investigation at the molecular and cellular level in order to identify which mechanisms can be targeted for intervention.

Altered neuromuscular communication during aging is receiving increasing attention as a potential cause of sarcopenia [8-10]. In mammals, motor innervation of skeletal muscle is propagated via motoneurons which elongate from the spinal cord along peripheral nerves to innervate highly specialized cholinergic synapses termed neuromuscular junctions (NMJs). Defects in the neuromuscular system have been demonstrated during aging in both rodents and humans [11-13]. In particular, loss of motoneurons and peripheral nerve axons as well as post-synaptic fragmentation of NMJs are hallmarks of aging that have been indirectly associated to impaired muscle functionality [11, 14-20]. Recent work has shown that qualitative alterations of the neuromuscular system occur before the loss of muscle mass, and suggests that a decline in motor unit numbers could be one of the early triggers in the pathophysiology of sarcopenia [6, 21, 22]. Therapeutic strategies to protect the neuromuscular system in the context of aging are, however, currently limited as only lifestyle interventions such as caloric restriction or exercise training have been demonstrated to slow-down the decline of NMJs with age [18].

At the molecular level, NMJs are structured via a highly specialized molecular scaffold which enables nicotinic acetylcholine receptors (AchR) to localize specifically to the post-synaptic region [23]. AchRs cluster on post-mitotic endplates in response to motoneuron inputs via a signaling cascade involving binding of neural agrin to the LRP4/MuSK complex. The transcription of genes controlling NMJ structure and function, including AchR subunits and *Musk*, is under tight spatial control through MuSK signaling in order to restrict expression of these genes specifically to the sub-synaptic myonuclei [24-26], while repressing it in extra-synaptic myonuclei [27]. Consequently, one of the molecular manifestations of sarcopenia is a gene signature for functional denervation and neuromuscular dysfunction [8], that most likely follows the de-repression of extra-synaptic NMJ gene transcription. However, whether neuromuscular perturbations are causal in the age-related decline in muscle mass and strength remains unclear [20].

In the present study we report that in rats and humans, age-related neuromuscular decline and the susceptibility to sarcopenia differ between muscles. This regional susceptibility can be used to uncouple sarcopenia from general aging mechanisms and uncover molecular and cellular events in muscle and nerve that are specific to sarcopenia. In particular, we identify cholesterol biosynthetic pathways to be strongly deregulated in nerves innervating sarcopenic muscles.

## RESULTS

### Rat forelimb muscles are resistant to sarcopenia

In order to characterize how aging differentially affects various locomotor muscles, we performed a cross-sectional analysis of muscle mass in male Wistar rats, where skeletally mature adult controls of 8 months of age were compared to aged animals ranging from 18 months to 24 months. As previously reported [8], hindlimb muscle mass progressively declined with age, reaching approximately 50% atrophy by 24 months of age (Figure 1A). Fast type II myofibers are more susceptible to muscle wasting with age [28, 29]. Consistently, age-dependent muscle atrophy was more pronounced in fast twitch than slow twitch muscles. Nevertheless, all hindlimb muscles analyzed had a similar kinetic of muscle mass decline with age regardless of their fiber type composition and of their contractile involvement in planta- or dorsiflexion, suggesting that a mechanism independent of the contractile phenotype could be an upstream determinant of the susceptibility to age-related muscle atrophy. In contrast, forelimb muscles were protected from age-related muscle atrophy and showed stable muscle mass even at old age (Figure 1B). This striking differential phenotype between hind- and forelimbs suggests that anatomical differences are the primary driver for the susceptibility to sarcopenia. In order to uncover the molecular and cellular mechanisms underlying this differential susceptibility to sarcopenia, we separated the decline in hindlimb muscle mass in 2 phases: an early-sarcopenic phase between 18-20 months of age, where the decline is mild; and a sarcopenic phase between 22-24 months of age where the decline is severe. We then analyzed the fiber size distribution of tibialis anterior (TA) and biceps brachii as prototypical hind- and forelimb muscles, respectively. Fiber cross-sectional area specifically decreased with advancing age in TA while remaining stable in biceps brachii, further demonstrating that forelimb muscles do not undergo aged-related atrophy (Figure 1C-D). Finally, analysis of fiber types revealed that the proportion of slow fibers had slightly increased with age in TA, but not in biceps brachii (Supplementary Figure 1). Cross-sectional area analysis for each fiber type confirmed that fast type IIB fibers were the most prone to age-induced atrophy, and fiber IIB atrophy was only observed in the TA and not the biceps brachii of aged sarcopenic rats (Supplementary Figure 1).

**Figure 1:**
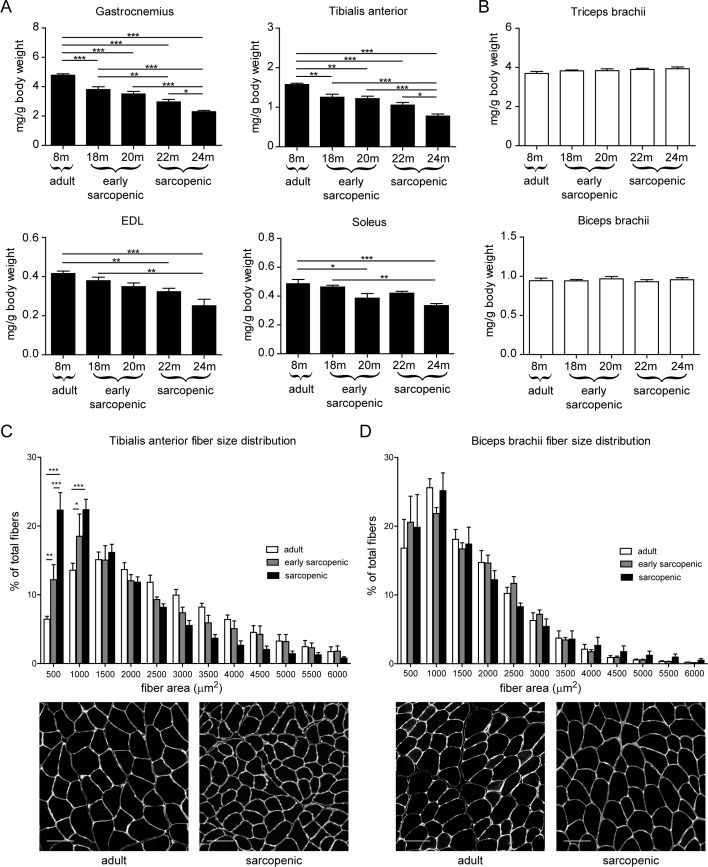
Rat forelimb muscles are resistant to age-related skeletal muscle atrophy (**A-B**) Hindlimb (**A**) or forelimb (**B**) skeletal muscles weight, normalized to body weight, isolated from 8, 18, 20, 22, or 24 month old male wistar rats. (**C-D**) Tibialis anterior (**C**) and biceps brachii (**D**) fiber cross-sectional area distribution measured from a laminin staining. Representative images for adult and sarcopenic conditions are shown. n=9-10 per group for muscle weights, n=4-5 per group for histology. For histology, >1000 fibers per section were analyzed. * p<0.05 ** p<0.01 *** p<0.001 with a one-way ANOVA test. Scale bars represent 100 μm.

Sarcopenia is diagnosed clinically using both muscle mass and function, with gait speed used as one of the clinical measures for function [30]. In order to assess muscle function in the aging rats, we performed a catwalk analysis to evaluate the natural gait of the animals. Gait speed was significantly decreased with age in early sarcopenic rats, due to both a shorter stride length and increased stand time (i.e. the duration of paw contact on the ground) (Figure 2). Differential analysis of hind- and forelimbs further revealed that aged rats have more difficulties to lift their hindlimbs, but not their forelimbs, as indicated by a reduced swing time with age that is specific for hindlimbs (Figure 2B). Muscle function is therefore impaired in aged rats, and differences in the susceptibility to muscle wasting between forelimbs and hindlimbs directly translate into functional locomotor deficits. Altogether, these data demonstrate that rat sarcopenia is highly regional within the body and that the difference in the susceptibility to sarcopenia can be used to uncouple the mechanisms of aging from those of sarcopenia.

**Figure 2:**
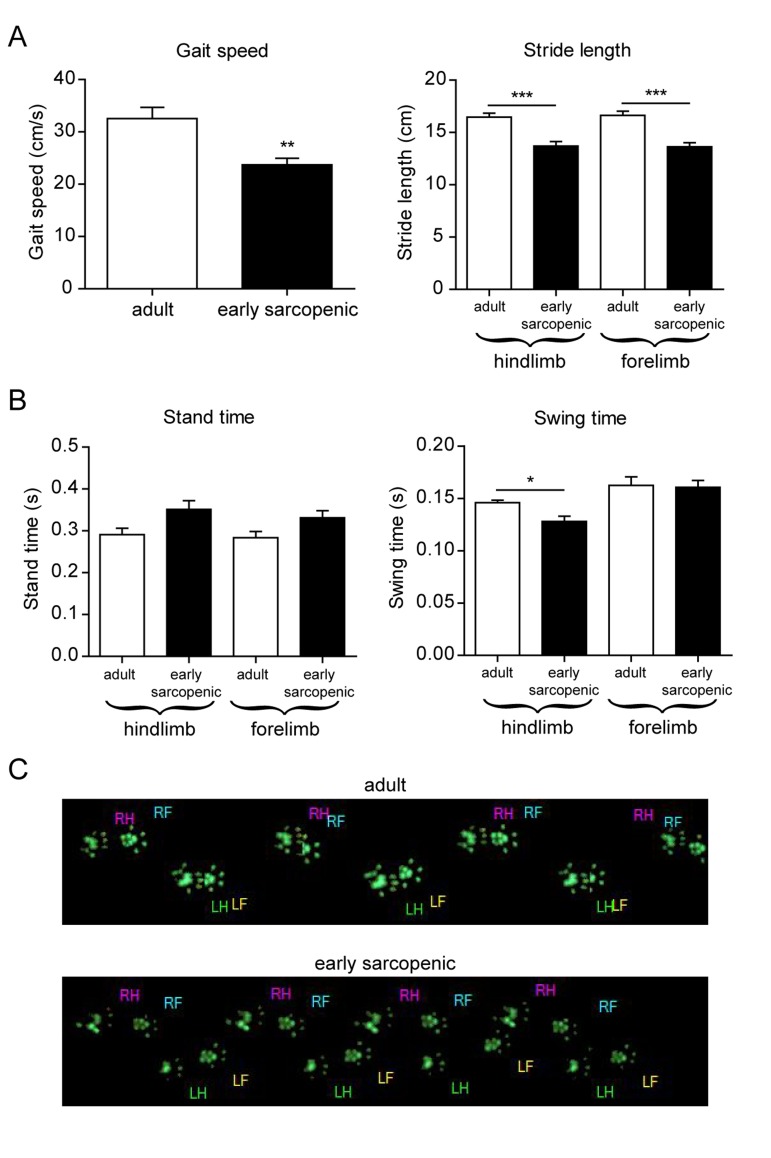
Gait analysis reveals impaired hindlimb function with age Gait parameters were analyzed using a catwalk device in 8-10 months old (adult) and 18-20 months old (early sarcopenic) rats. (**A**) Gait speed and stride length (**B**) Time rats keep their front or hind paws in contact with the surface (stand time), or not in contact with the surface (swing time). (**C**) Representative paw prints from adult and early sarcopenic rats. LH: left hind, RH: right hind, LF: left front, RF: right front. For all graphs n=9-15 per group. * p<0.05 ** p<0.01 *** p<0.001 with a one-way ANOVA test.

One major difference between hindlimb and forelimb muscles is that they are innervated by fully distinct sets of nerves, which emanate from different regions of the spinal cord. To test whether differential neuromuscular dysfunction could explain the different susceptibility to sarcopenia, we assessed electromyographic responses in a subset of hindlimb and forelimb muscles from adult, early-sarcopenic and sarcopenic rats. The maximal amplitude of the compound muscle action potential (CMAP) was recorded with needle electrodes inserted in muscles from the hindlimb and forelimb, after stimulating the sciatic and radial nerves, respectively. The maximal CMAP amplitude progressively declined with advancing age in the hindlimb gastrocnemius and TA muscles (Figure 3A-B) but was fully preserved in the forelimb biceps brachii and triceps brachii muscles (Figure 3C-D). These results demonstrate that neuromuscular transmission declines specifically with age in muscles susceptible to sarcopenia, and suggests that a causal relationship may exist between impaired neuromuscular function and muscle wasting during aging.

**Figure 3:**
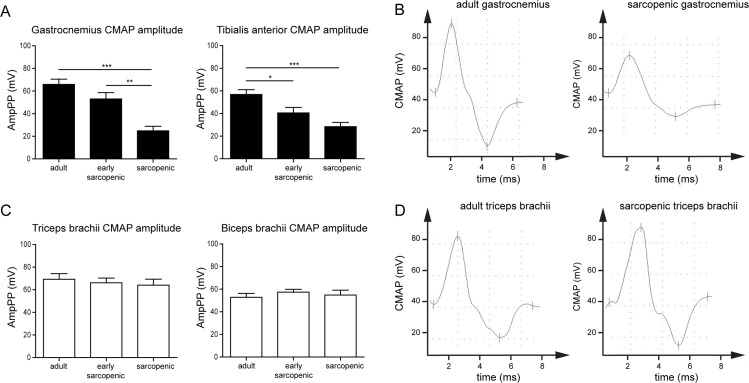
Neuromuscular transmission declines specifically with age in hindlimb but not forelimb muscles in rats Compound muscle action potential (CMAP) was measured by electromyography in hindlimb (**A**) or forelimb (**C**) muscles of adult, early-sarcopenic or sarcopenic rats after stimulation of sciatic (**A**) and radial nerves (**C**). (**B**, **D**) Representative examples of CMAP from adult and sarcopenic gastrocnemius and triceps brachii muscles. For all graphs n=9-12 per group. * p<0.05 ** p<0.01 *** p<0.001 with a one-way ANOVA test.

### Transcriptomic profiling reveals a neuromuscular signature specifically regulated in muscles susceptible to sarcopenia

Given the regional susceptibility to sarcopenia in rats (Figure 1), differential profiling of hindlimb and forelimb muscle gene expression by RNA sequencing during aging provided a way to dissociate the pathways which are specifically regulated during sarcopenia only in hindlimb muscles, from those commonly regulated with age in both hindlimb and forelimb muscles. 

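Gastrocnemius and triceps brachii RNA from the same 29 rats was sequenced, which gave 58 libraries from 10 adult rats of 8 months, 10 early-sarcopenic rats of 18 months and 9 sarcopenic rats of 24 months. The authors aligned paired reads to the rat genome Rnor_6, removed reads of low mapping quality and counted the others on genes with HTSeq. The deposited values are these read counts for 32545 Ensembl genes, before the low-count filter, the scaling and the voom step that the authors applied next. Between 11176076 and 72297573 reads per library were counted on genes. The median was 19261804 reads in adult, 22228416 in early-sarcopenic and 25882964 in sarcopenic gastrocnemius, and 19359793, 20799484 and 20444557 reads in triceps brachii at the same ages. The counts were scaled by edgeR's TMM method, and levels are given as CPM after this scaling (TMM CPM). The factors lay between 0.889 and 1.01 in adult gastrocnemius and between 1.03 and 1.43 in sarcopenic gastrocnemius. The 10 genes with the most reads took 22.7 ± 1.07% of the reads (SD, n = 10 rats) in adult and 18.7 ± 2.57% (SD, n = 9 rats) in sarcopenic gastrocnemius. With library totals alone in place of the TMM factors, the median log2 fold change of all genes from 8 to 24 months moved to 0.36 in gastrocnemius and 0.15 in triceps brachii.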

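Changes with age were tested on all 58 libraries with edgeR's quasi-likelihood F test, with 1 mean per muscle and age, over the 14947 genes with at least 20 reads in at least 1 library. A gene was called regulated when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 2. The difference between the muscles was tested as the change in triceps brachii minus the change in gastrocnemius, with the animal as a block, and called at an adjusted p under 0.05 with no limit on its size. Gene symbols were at hand only for the genes of the paper's Table S2, so that other genes are counted by their Ensembl identifiers.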

Many genes were progressively regulated with age in gastrocnemius with more than 3000 genes regulated during early-sarcopenia and more than 6000 genes regulated in sarcopenic hindlimb muscle (Figure 4A). 

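From 8 to 18 months, 235 genes were regulated in gastrocnemius, 200 of them higher and 35 lower. The number rose to 1349 from 8 to 24 months, with 977 genes higher and 372 lower, and 401 genes were regulated between 18 and 24 months, with 261 higher and 140 lower. Of the 1409 genes regulated in any of these comparisons, 62 were regulated in all 3 and 843 only from 8 to 24 months. Among the edgeR fits, dropping the limit on the fold change moved these numbers most, to 693 genes (510 higher and 183 lower), 6601 genes (3372 higher and 3229 lower) and 3109 genes (1316 higher and 1793 lower), so that between 18 and 24 months more genes fell than rose without the limit. With each rat left out in turn, the number from 8 to 24 months stayed between 1210 and 1476. From 8 to 18 months, limma's voom called 129 genes. A block by label number in edgeR called 159. The label number is the replicate number in the sample titles, which recurs at each age, while every rat has its own number.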

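The largest changes from 8 to 24 months were ranked by the fitted fold change among regulated genes with a mean of at least 1 TMM CPM in adult or sarcopenic gastrocnemius and the same sign with each rat left out; genes below this level include larger changes. Among the 5 largest rises under these limits, Krt18 (ENSRNOG00000047393) went from 0.0701 ± 0.112 TMM CPM (SD, n = 10) in adult to 13.2 ± 7.14 (SD, n = 9) in sarcopenic gastrocnemius, a log2 fold change of 7.44 (SE 0.61, adjusted p = 5.27e-14 from edgeR's quasi-likelihood test). Sohlh2 (ENSRNOG00000038091) had 2 reads over all adult and 564 over all sarcopenic gastrocnemius libraries, a ratio of 234 after division by the library totals, with a 95% Clopper-Pearson interval of 64.6 to 1940 that covers counting error only. Tp73 (ENSRNOG00000024707) rose by 6.61 (SE 0.79), RGD1566226 (ENSRNOG00000026061) by 5.57 (SE 0.76) and a gene without a symbol by 5.48 (SE 0.72) on the log2 scale. Leaving out 1 rat moved these fits by more than 1.5 times for Krt18, to 8.22 without rat 5, for RGD1566226, to 6.24 without rat 3, and for the gene without a symbol, to 4.83 without rat 46. Among the 5 largest falls under the same limits, AABR07022113.1 (ENSRNOG00000053904) went from 43.6 ± 22.7 (SD, n = 10) to 4.34 ± 2.78 (SD, n = 9) TMM CPM, a log2 fold change of -3.35 (SE 0.39, adjusted p = 8.7e-10 from the same test). The 4 others have no symbol and log2 fold changes of -5.11, -3.60, -2.63 and -2.56. They were uneven between adult rats, as in ENSRNOG00000002911, which had 7.14 ± 16.7 TMM CPM (SD, n = 10) at 8 months, and all 4 rose in triceps brachii. The fall of ENSRNOG00000002911 was -3.35 without rat 5 and -5.70 without rat 47, the fall of -3.60 lost its call without rat 2 (-2.27, adjusted p = 0.103 from edgeR) and the fall of -2.56 without rat 5 (-1.33, adjusted p = 0.0507 from edgeR), and with limma's voom all 4 had an adjusted p over 0.05, from 0.118 to 0.375. With the block by label number, the falls of -3.60, -2.63 and -2.56 had an adjusted p of 0.105, 0.0817 and 0.0674 in edgeR. The fall of ENSRNOG00000002911 had 0.0430 with this block.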

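Lists of genes for 4 processes were written before the counts were seen, and the members with a symbol were followed from 8 to 24 months in gastrocnemius. All of these members come from the genes that the paper selected in Table S2 on the same libraries, so their counts are not independent evidence and cover only part of each list. Of the 74 genes of oxidative phosphorylation, 28 had a symbol, and all 28 fell, with a median log2 fold change of -0.61 (from -0.85 to -0.47). All 28 had an adjusted p under 0.05 (edgeR's quasi-likelihood test), over all genes tested as well as adjusted over the list alone. Of the 43 genes of the extracellular matrix, 13 had a symbol and rose by 0.23 to 2.86 on the log2 scale, with a median of 0.89; 11 had an adjusted p under 0.05 over all genes and 12 adjusted over the list alone. The 5 immune genes with a symbol out of 43, B2m, Tap1, Aif1, RT1-Ba and RT1-Da, named here after their values were seen, rose by 0.87 to 1.57 with a median of 0.99, and all 5 passed both adjustments; the RT1 genes belong to a family of similar sequences and are uncertain. Of the 10 genes of the postsynaptic neuromuscular junction, Chrna1, Musk, Chrnb1 and Chrne had a symbol, and all 4 rose and passed both adjustments, with a median of 2.06. These directions in gastrocnemius were the same with TMM, RLE and upper quartile factors, DESeq2's size factors and library totals, with a median for oxidative phosphorylation of -0.32 under library totals.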

Gene ontology analyses on aged gastrocnemius muscles confirmed that aging alters important biological processes such as neuromuscular function, extra-cellular matrix remodeling & fibrosis, energy homeostasis & mitochondrial function, and inflammation (supplementary table S1), in agreement with previously reported molecular profiling of sarcopenia in the hindlimb [6, 8]. 

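In triceps brachii, 4 genes were regulated from 8 to 18 months, 130 from 8 to 24 months and 22 between 18 and 24 months, and 134 in any of these comparisons. Of the 130 genes, 123 were higher at 24 months and 7 lower, and the 22 were all higher. At an unadjusted p under 0.05, the comparisons held 811, 2943 and 2246 of the 14947 genes tested. A share of 0.05 would pass without any change with age, and the 811 lie close to that share. From 8 to 18 months, Lrrc8e (ENSRNOG00000028460) fell by 2.29 on the log2 scale (SE 0.43, adjusted p = 0.00721 from edgeR's quasi-likelihood test), while Kcnh1 (ENSRNOG00000003841) rose by 1.57 (SE 0.32), Tdrkh (ENSRNOG00000020860) by 1.32 (SE 0.24) and ENSRNOG00000000781 by 1.20 (SE 0.25). Limma's voom with the within-animal correlation moved the number from 8 to 24 months most among the tests at these thresholds, to 47, against 178 with DESeq2. Without rat 42 this number fell to 55, without rat 7 to 82 and without rat 2 to 84. The 4 genes of the comparison with 18 months became 2 without rat 2, 4 or 12, 7 without rat 8 or 17 and 8 without rat 11. The 22 genes between 18 and 24 months moved by more than 1.5 times, to between 3 and 59, when any rat other than rats 11, 43, 45, 46, 47, 49 and 50 was left out.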

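ENSRNOG00000016149 is among the largest changes from 8 to 24 months, with a log2 fold change of 4.70 (SE 0.99, adjusted p = 0.00521 from the same test). Its value rests on rat 50, with 4.96 TMM CPM against at most 0.11 in the 8 other sarcopenic libraries, and without that rat the log2 fold change was -0.035 (adjusted p = 0.987 from edgeR). Limma's voom did not call it with all rats (adjusted p = 0.635, from 2.34e-05 over the alternatives). Of the other 4 largest changes, all in genes without a symbol, 2 had log2 fold changes of 4.80 (SE 0.97) and 3.95 (SE 0.55); a further gene had 1 read over the adult and 39 over the sarcopenic libraries, a ratio of 41.4 (95% Clopper-Pearson interval 7.01 to 1678), and the last had no read in the adult libraries. With limma's voom the adjusted p of these 4 was 0.293, 0.0129, 0.477 and 0.270, the highest of the alternatives for each, against at least 5.51e-05, 3.32e-12, 0.0121 and 0.0262 over the others. The gene with 1 adult read lost its call without rat 42 (adjusted p = 0.145 from edgeR), and the last gene without rat 1, 2, 3, 4, 5, 6, 7, 8, 10, 42 or 46 (adjusted p up to 0.111 from edgeR) and with DESeq2 (adjusted p = 0.181).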

Strikingly, in the triceps brachii muscle, only 196 genes were significantly regulated with age, out of which almost all were regulated at the oldest age (Figure 4B). In addition, nearly all genes for which expression was affected by aging in triceps brachii were also similarly affected by aging in gastrocnemius (Figure 4B). This highly specific molecular signature of aging in gastrocnemius over triceps brachii therefore confirmed that rat sarcopenia is also regional at the molecular level and demonstrated that molecular perturbations in muscle are linked to sarcopenia rather than age (see supplementary table S2 for the full list of genes differentially regulated by age in gastrocnemius and triceps brachii). 

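Of the 134 genes regulated in triceps brachii in any age comparison, 88 (65.7%) were also regulated in gastrocnemius in any age comparison, where 12.6 would be expected if both sets were drawn at random from the genes tested. From 8 to 24 months, 84 of the 88 moved in the same direction in both muscles, 78 higher and 6 lower. The 46 genes regulated in triceps brachii only included 30 with the same sign in gastrocnemius from 8 to 24 months, and 7 with an adjusted p under 0.05 there. Of the 5 largest changes among the 46, all in genes without a symbol, 3 had log2 fold changes of 3.88, 3.81 and 3.71 in triceps brachii, against 0.52, -1.49 and 0.69 in gastrocnemius, and the others are ENSRNOG00000016149 and a gene with 1 read in the adult libraries. With limma's voom none of the 3 was called, with adjusted p-values of 0.485, 0.238 and 0.449, the highest of the alternatives, against at least 0.000295, 6.88e-05 and 0.00651 over the others. The first fell to 2.78 (adjusted p = 0.0805 from edgeR) without rat 42. Limma's voom gave 33 shared genes of 49, DESeq2 105 of 191, and edgeR without a limit on the fold change 314 of 413, the setting that moved the shared number most. The number was 36 without rat 42, 53 without rat 7 and 58 without rat 2. Between 8 and 24 months alone, 85 genes were regulated in both muscles.

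**Figure D1:**
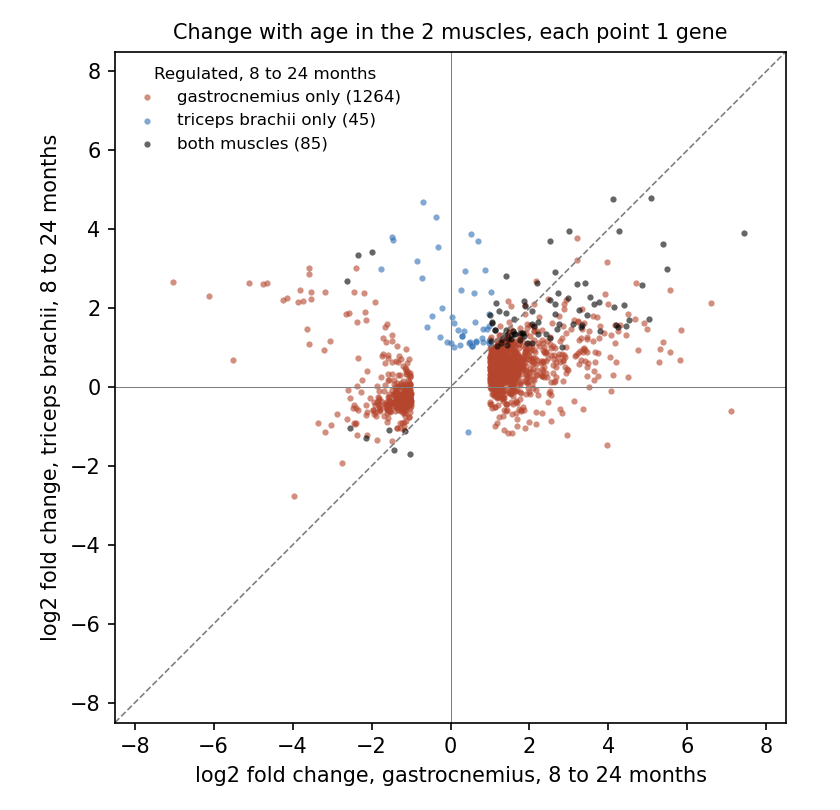
Log2 fold change from 8 to 24 months in gastrocnemius (horizontal axis) and in triceps brachii (vertical axis) for each gene regulated over these ages, with 1264 genes regulated in gastrocnemius only, 45 in triceps brachii only and 85 in both. The 85 genes lie mostly in the quadrant where both muscles rise.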

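The change from 8 to 24 months differed between the muscles for 2159 genes (edgeR's quasi-likelihood test with the animal as a block), and the change from 8 to 18 months for 47, of which 46 were among the 2159. Gastrocnemius changed more in 2047 of the 2159 genes (94.8%), with a median absolute log2 fold change of 0.68 against 0.17 in triceps brachii. In gastrocnemius, 851 of them rose and 1308 fell, and 1472 moved in the same direction in both muscles. Leaving the animal out of the model moved the number at 24 months to 1406. At 18 months DESeq2 gave 137 genes and limma's voom 8, and edgeR 13 without rat 20, 18 without rat 6, 20 without rat 10 or 15, 22 without rat 4, 23 without rat 5, 24 without rat 3 or 11, and 26 without rat 1 or 9.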

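The first 10 genes of Table S2, whose values there had been seen and which the paper selected for such a difference on the same libraries, all differed between the muscles, with adjusted p-values from edgeR between 2.6e-05 and 5.94e-05. Cdkn1a (ENSRNOG00000000521) rose from 26.4 ± 9.44 (SD, n = 10) to 576 ± 182 (SD, n = 9) TMM CPM in gastrocnemius, a log2 fold change of 4.45 (SE 0.35), and by 1.55 (SE 0.31) in triceps brachii. Igf2 (ENSRNOG00000020369) rose by 2.60 in gastrocnemius and 0.34 in triceps brachii, and Adam19 (ENSRNOG00000042980) by 2.09 and 0.20. Acss1 (ENSRNOG00000007102) had a log2 fold change of -1.34 in gastrocnemius and 0.63 in triceps brachii. Fndc3c1, Sel1l3 and Megf10 rose in gastrocnemius by 2.18, 0.83 and 0.90 and had negative values in triceps brachii, of -0.93, -0.40 and -0.44. Sil1 and Slc44a1 rose by 1.29 and 1.10 in gastrocnemius, and Plin4 had a log2 fold change of -1.40 there. From this difference between the muscles, the paper concludes that rat sarcopenia is also regional at the molecular level and that the changes in muscle are linked to sarcopenia rather than to age.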

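The lists written before the counts were seen were also followed for the difference between the muscles from 8 to 24 months, for the members with a symbol, which the paper selected in Table S2 for such a difference on the same libraries. In triceps brachii the 28 genes of oxidative phosphorylation had a median log2 fold change of -0.11 (from -0.24 to -0.02), and all 28 differed from gastrocnemius at an adjusted p under 0.05 (edgeR), over all genes tested and adjusted over the list alone. The 13 extracellular matrix genes had a median of -0.06 in triceps brachii (from -0.45 to 0.48), and all 13 differed between the muscles by both adjustments, 12 of them with the larger change in gastrocnemius. Under library totals the signs in triceps brachii were not kept, with 14 of the 28 genes of oxidative phosphorylation higher and a median of 0.07 for the extracellular matrix. The 4 postsynaptic genes had a median of 0.40 in triceps brachii, with 2 higher and 2 lower, or 4 higher under library totals, and all 4 differed between the muscles by both adjustments.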

Gene ontology analysis of the interaction between age and muscle type, which uncouples sarcopenia from aging, demonstrated that sarcopenia specifically alters neuromuscular function, extra-cellular matrix remodeling and energy homeostasis (supplementary table S3). In contrast, genes commonly regulated in both muscles map to inflammation and immune response categories (supplementary table S4), suggesting that at least this subset of chronic inflammatory signaling is not sufficient to drive sarcopenia.

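Of the 88 genes regulated in both muscles, 18 had a symbol, so that their categories could not be tested here. In triceps brachii, the 5 immune genes with a symbol rose by 0.11 to 0.71 on the log2 scale from 8 to 24 months, with a median of 0.17. B2m rose by 0.71 (adjusted p = 0.00207) and Tap1 by 0.51 (adjusted p = 0.0372, both from edgeR's quasi-likelihood test), the 2 with an adjusted p under 0.05 over all genes tested and adjusted over the list alone; both were singled out after their values were seen. Their rise was larger in gastrocnemius for all 5, with an adjusted p between 0.00201 for B2m and 0.0300 for Tap1 for the difference between the muscles in edgeR. They have a symbol only because the paper selected them in Table S2 for such a difference on the same libraries, so this is not independent evidence.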

**Figure 4:**
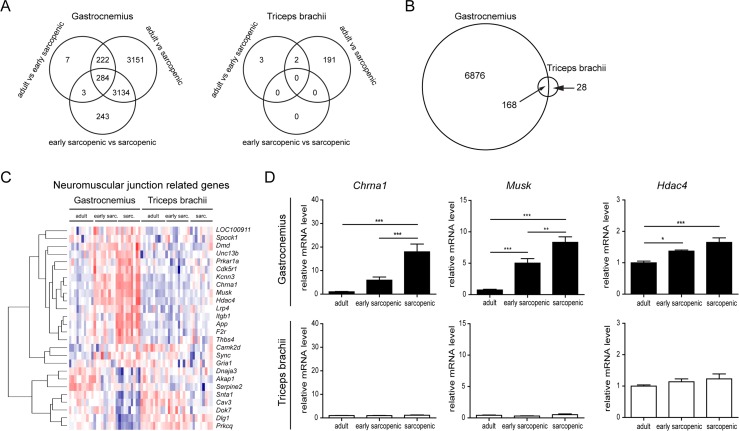
RNA-sequencing reveals specific changes in hindlimb muscles with age RNA-Seq profiling was performed comparing gastrocnemius and triceps brachii from adult, early sarcopenic or sarcopenic rats. (**A**) Venn diagrams of genes significantly regulated between the 3 age groups in gastrocnemius and triceps brachii for the two muscles separately. Genes were considered significantly regulated when the absolute fold change was > 2 and the adjusted p-value < 0.05. (**B**) Venn diagram comparing the overlap of gene regulation with age between gastrocnemius and triceps brachii. Genes were considered significantly regulated when the absolute fold change was > 2 and the adjusted p-value < 0.05. (**C**) Heat map for neuromuscular function related genes isolated from Gene Ontology enrichment analysis. (**D**) Validation of key genes expression by qPCR, using HPRT expression for normalization. For all graphs n=9-10 per group. * p<0.05 ** p<0.01 *** p<0.001 with a one-way ANOVA test.

Aging promotes a global up-regulation of many genes controlling NMJ assembly and function in hindlimb muscles, likely through de-repression of extra-synaptic gene inhibition [8]. Given that both neuromuscular decline and altered gene expression correlated with regional muscle wasting, we further analyzed the molecular perturbations in muscle linked to the NMJ. 

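Of the 25 gene labels that could be read in Fig. 4C, 14 matched a gene with a symbol. From 8 to 24 months in gastrocnemius, 10 of the 14 rose and 4 fell, and 13 had an adjusted p under 0.05 (edgeR's quasi-likelihood test) over all genes tested, against 14 adjusted over the list alone. The study chose these genes on the same libraries, so the second number is not independent evidence. Chrna1 (ENSRNOG00000018286), which encodes the acetylcholine receptor alpha subunit, rose from 8.80 ± 5.16 (SD, n = 10) in adult to 57.5 ± 45.6 (SD, n = 10) in early-sarcopenic and 161 ± 74.9 (SD, n = 9) TMM CPM in sarcopenic gastrocnemius. Its log2 fold change was 2.71 (SE 0.42, adjusted p = 1.61e-05) from 8 to 18 months and 4.19 (SE 0.45, adjusted p = 1.52e-10, both from edgeR) from 8 to 24 months.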

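Musk (ENSRNOG00000033567) rose from 2.30 ± 0.673 (SD, n = 10) to 16.4 ± 6.05 (SD, n = 9), a log2 fold change of 2.83 (SE 0.26, adjusted p = 2.41e-12 from edgeR). Hdac4 (ENSRNOG00000020372) rose from 17.9 ± 4.84 (SD, n = 10) to 58.7 ± 28.2 (SD, n = 9), a log2 fold change of 1.71 (SE 0.20, adjusted p = 7.03e-10 from edgeR). Cdk5r1 rose by 1.97, Kcnn3 by 1.82, App by 0.88, Itgb1 by 0.48 and Sync by 0.38 on the log2 scale. Camk2d rose by 0.32 (adjusted p = 0.0301 from edgeR, from 0.0109 to 0.0561 over the alternatives) and lost its adjusted p under 0.05 without rat 1, 2, 5, 10, 42, 45, 46, 49 or 50. Gria1 rose by 1.02 (adjusted p = 0.0706 from edgeR, from 0.0304 to 0.107 over the alternatives), and passed 0.05 with limma's voom, in the fit of gastrocnemius libraries alone, and without rat 6. The log2 fold changes of the 4 genes that fell were -0.41 for Dnaja3, -0.58 for Akap1, -0.62 for Dlg1 and -0.81 for Prkcq.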

When we focused on genes regulated with age involved in neuromuscular function (Gene Ontology GO:0031594), we could identify 2 major clusters of genes either up- or down-regulated with age specifically in gastrocnemius (Figure 4C). Importantly, none of these genes were regulated with age in triceps brachii in the genome wide profiling and in the follow-up validation by quantitative PCR (Figure 4D), demonstrating that deregulation of neuromuscular genes during aging occurs specifically in the muscle prone to sarcopenia.

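In triceps brachii from 8 to 24 months, Chrna1 went from 4.49 ± 2.70 (SD, n = 10) to 13.3 ± 10.4 (SD, n = 9) TMM CPM, a log2 fold change of 1.56 (SE 0.44, adjusted p = 0.0388 from edgeR's quasi-likelihood test), which met both thresholds for a regulated gene. Over the alternatives its adjusted p lay between 0.0153 with DESeq2 and 0.250 with limma's voom, and it was over 0.05 without rat 2, 3, 4, 5, 7, 8, 10, 41, 42, 44 or 50. Musk went from 1.91 ± 0.788 (SD, n = 10) to 3.45 ± 2.00 (SD, n = 9), a log2 fold change of 0.85 (SE 0.27, adjusted p = 0.0669 from edgeR, from 0.0412 with DESeq2 to 0.194 with limma's voom). It passed 0.05 without rat 6 or 43, and its highest value, 8.60, was in the library of rat 50, which also held genes that were otherwise nearly restricted to gastrocnemius. Hdac4 had a log2 fold change of 0.37 (SE 0.20, adjusted p = 0.289 from edgeR).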

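Among the other 11 genes with a symbol in Fig. 4C, Kcnn3 rose by 0.71 (adjusted p = 0.0300 from edgeR, 0.0131 to 0.0634 over the alternatives) and had an adjusted p over 0.05 without rat 2, 5, 7, 10, 42 or 46. Camk2d had a log2 fold change of -0.44 (adjusted p = 0.0419 from edgeR, 0.0236 to 0.0571 over the alternatives), over 0.05 without rat 2, 3, 5, 6, 7, 41, 42, 44, 45 or 46. The remaining 9 lay between -0.63 for Gria1 and 0.28 for Cdk5r1, with an adjusted p of 0.272 or more in edgeR. Adjusted over the list alone, 4 of the 14 genes had an adjusted p under 0.05 in triceps brachii, against 3 over all genes. The change in triceps brachii minus the change in gastrocnemius was -2.84 (SE 0.66) for Chrna1, -2.0 (SE 0.31) for Musk and -1.30 (SE 0.21) for Hdac4, with adjusted p-values of 0.00379, 7.1e-05 and 0.000131 from edgeR with the animal as a block. Of the 14 genes, 13 had an adjusted p under 0.05 for this difference, and 13 changed more in gastrocnemius, though all 14 were selected in Table S2 for such a difference. The quantitative PCR values are not part of the deposited counts. From the lack of regulation in triceps brachii, in the sequencing and in the quantitative PCR, the paper concludes that only the muscle prone to sarcopenia deregulates its neuromuscular genes with age.

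**Figure D2:**
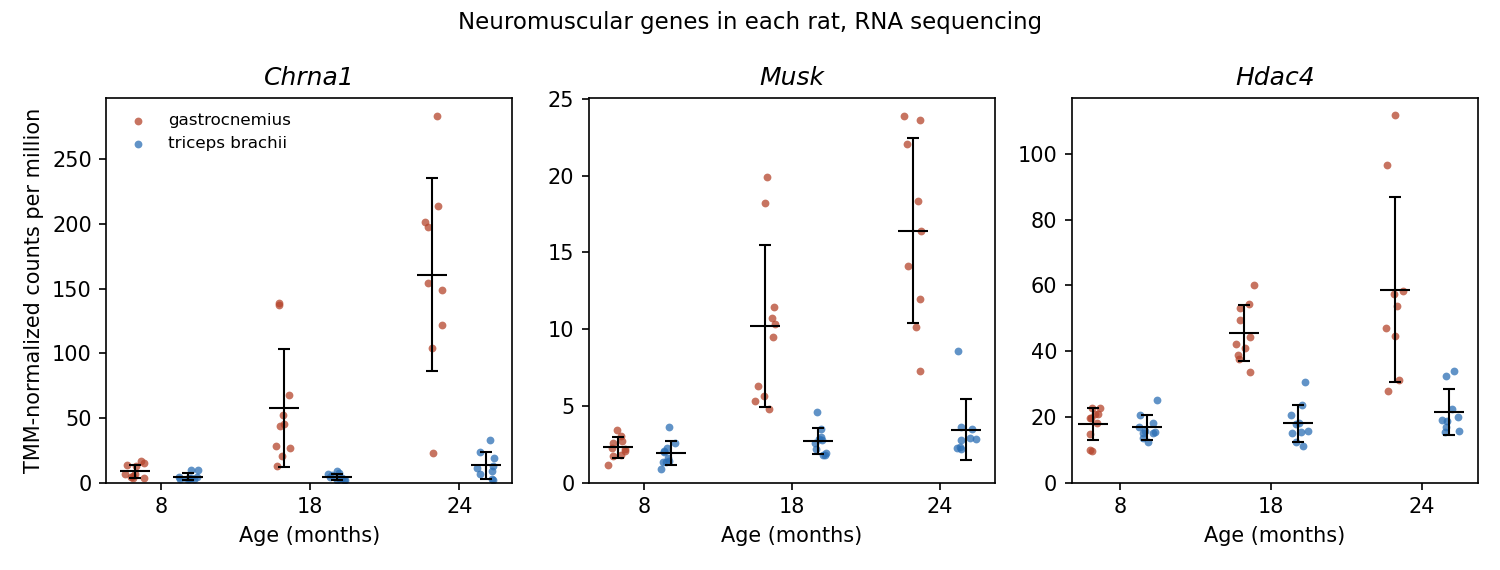
TMM CPM of Chrna1, Musk and Hdac4 (vertical axes) in each library by muscle and age, with 1 point per rat and bars for the mean ± SD of 10, 10 and 9 rats at 8, 18 and 24 months. Sarcopenic gastrocnemius has the highest mean for each gene.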

### Neuromuscular defects with age are directly associated with the susceptibility to sarcopenia

The molecular and electrophysiological defects of regional neuromuscular decline between hindlimbs and forelimbs were then investigated at the cellular level. Increased fragmentation of the neuromuscular endplates through dispersion of acetylcholine receptors is believed to be a hallmark of impaired NMJ functionality [31]. NMJ fragmentation in forelimb versus hindlimb muscles was assessed by isolating fiber bundles from biceps brachii and Extensor Digitorum Longus (EDL), respectively, and scoring the level of fragmentation from the images where acetylcholine receptors were stained with fluorescently labeled α-bungarotoxin. The fragmentation level of the hindlimb EDL muscle increased with age from ∼20% in adult muscle to ∼70% in sarcopenic muscle (Figure 5A), consistent with pre-vious reports demonstrating hindlimb NMJ fragmentation in aged rodents [31]. In biceps brachii, however, the proportion of fragmented junctions remained stable at all ages (Figure 5B), despite a much higher baseline fragmentation that likely arises from inherent NMJ architecture in different muscles [32, 33]. In order to confirm that differential fragmentation in hindlimb and forelimb muscles were associated with functional differences during neuromuscular aging, we performed retro-labeling studies by injecting the fluorescent retrotracer fluorogold into the gastrocnemius and the triceps brachii of adult or sarcopenic rats and quantifying labeled motoneurons in the spinal cord (Figure 5C). The number of labeled spinal cord motoneurons projecting to the gastrocnemius hindlimb muscle declined dramatically by more than 50% in sarcopenic vs adult rats, while motoneurons innervating the triceps brachii maintained a normal connectivity with age (Figure 5D). These results demonstrate that both the morphology of NMJs and the connectivity of motoneurons from the spinal cord are specifically altered in sarcopenic hindlimb muscles. Taken together, they further highlight a tight correlation between age-related neuromuscular decline and sarcopenia, which suggests that alterations in the neuromuscular system may be causal in the initiation and progression of sarcopenia.

**Figure 5:**
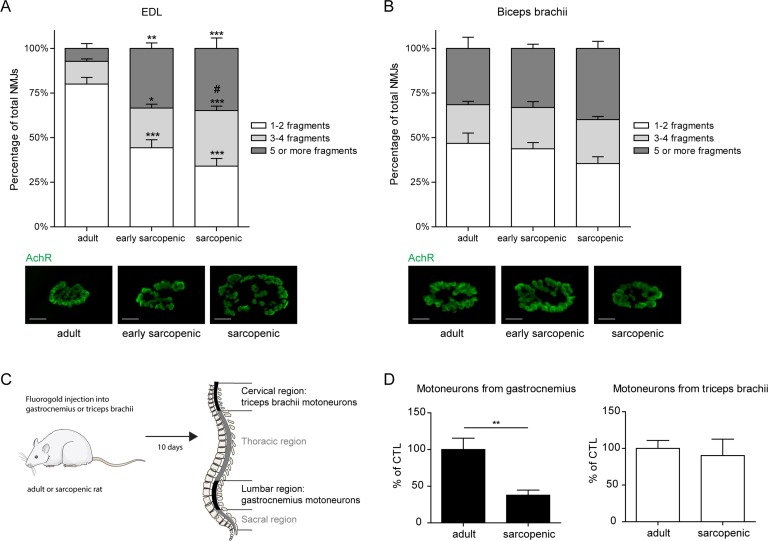
Defects in motor innervation with age are specific to hindlimb muscles (**A**-**B**) Neuromuscular fragmentation was measured on EDL (**A**) and biceps brachii (**B**) from adult, early sarcopenic or sarcopenic rats after staining for acetylcholine receptors (AchR) using fluorescently conjugat α–bungarotoxin. Representative images from each condition are shown. Scale bars represent 20μm. (**C**) Experimental design for retrotracer labeling studies. Motor innervation in gastrocnemius and triceps brachii was evaluated by injecting fluorogold into each muscle and quantifying its spinal cord accumulation 10 days later. (**D**) Number of motoneurons specifically innervating gastrocnemius and triceps brachii in adult and sarcopenic rats. For all graphs n=6-7 per group and an average of 50 NMJs were counted for each sample. * p<0.05 ** p<0.01 *** p<0.001 compared to the same category in adults, and # p<0.05 compared to the same category in early sarcopenic, using a one-way ANOVA test.

### Cholesterol biosynthesis declines differentially in nerves according to muscle susceptibility to sarcopenia

Our results demonstrated that defects in the connectivity from the spinal cord to muscle are correlated with impaired neuromuscular transmission and sarcopenia.

To further investigate whether intrinsic molecular defects in nerves could contribute to the susceptibility to sarcopenia, we performed a gene expression analysis comparing hindlimb sciatic nerve to forelimb radial nerve in adult and sarcopenic animals. As shown in Figure 6A, many genes were regulated with age in both nerves, providing a general signature of nerve aging. Gene ontology analysis of genes differentially regulated with age in the 2 nerve types (i.e. the interaction term of the two by two factorial design) converged on many GO terms associated with cholesterol biosynthesis (Figure 6B). Nerve electric signal conduction and velocity are largely dependent on the lipid-rich myelin sheath produced by Schwann cells around the motoneuron axons [34]. Cholesterol is the major constituent of myelin as it accounts for 25% of total myelin lipids, and is essential for proper myelin synthesis and maintenance [35, 36]. Cholesterol is synthesized via a 37-step process regulated by key rate-limiting enzymes such as HMG-CoA reductase, squalene epoxidase and farnesyl-PP-synthase. When looking specifically at the gene expression level of these enzymes, we found a decrease with age in both sciatic and radial nerves, which decrease was significantly stronger in the sciatic nerve (Figure 6C). These data suggest that cholesterol synthesis is impaired with age in correlation with neuromuscular defects, suggesting that defects in cholesterol synthesis could be an early event in the age-related neuromuscular dysfunction. Interestingly, a substantial number of genes showed stronger regulation with age in the sciatic nerve (Table 1), thereby providing potential mechanisms that could drive the differences in neuromuscular severity between hindlimbs and forelimbs. Of particular interest, some neurotrophic factors and regulators of myelination such as Bdnf and Fgf5 were specifically up-regulated with age in the sciatic but not the radial nerve (Figure 6D), most likely because of compensatory mechanisms that are secondary to the severity of nerve alterations. The stronger up-regulation of the neurotrophin receptor p75NTR in aged sciatic nerve further confirmed that nerves afferent to sarcopenic muscles re-activate neurotrophic gene expression programs as p75NTR controls myelination development and is upregulated in demyelinating motoneuron diseases and nerve injury [37].

**Figure 6:**
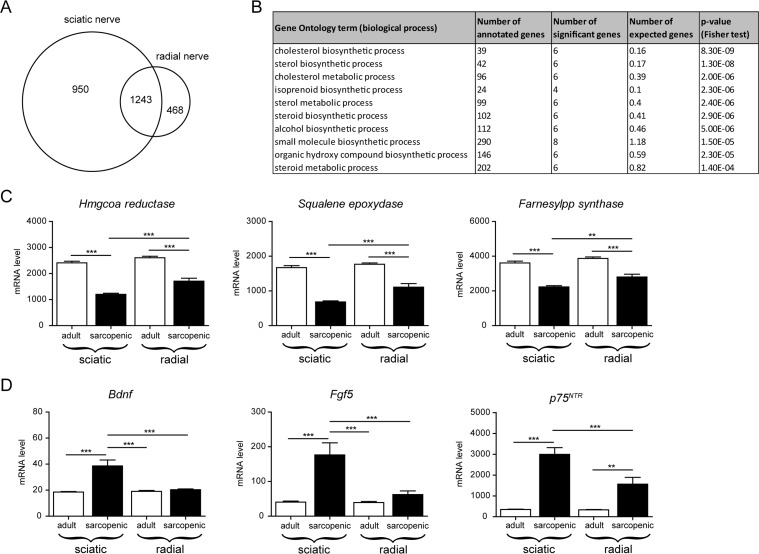
Transcriptional profiling of nerves in aged rats identifies specific molecular signatures associated with the severity of neuromuscular decline (**A**) Venn diagram comparing the overlap of gene regulation with age between sciatic and radial nerves using a linear model. Genes were considered significantly regulated when the absolute fold change was > 2 and the adjusted p-value < 0.05 (FDR = 5%). (**B**) Gene Ontology enrichment analysis of genes responding differently to age in the two nerve types (interaction term in the 2 by 2-factorial design). (**C**) Gene expression level for key enzymes regulating cholesterol synthesis. (**D**) Gene expression level for neutrophic genes: BDNF, FGF5 and the neurotrophin receptor p75^NTR^. For all graphs n=8 per group. * p<0.05 ** p<0.01 *** p<0.001 with a one-way ANOVA test.

**Table 1:** List of genes differentially regulated in sciatic and radial nerve with age Genes responding differentially to age in sciatic and radial nerves were filtered based on the interaction term in the 2 by 2-factorial design. Genes were considered significantly regulated when the adjusted p-value < 0.05 (FDR = 5%). Log2 fold change for age, nerve and the interaction age:nerve correspond to the β1, β 2 and β3 coefficients of the 2 by 2 factorial design, respectively.

RefSeq Transcript ID	Gene symbol	Gene name	log2FC Age	log2FC Nerve	log2FC Age:Nerve	adj. p-value Age:Nerve
NM_001107709	*Ap4b1*	adaptor-related protein complex 4, beta 1 subunit	−0.377	−0.352	0.537	3.894E-04
NM_001107839	*Rc3h2*	ring finger and CCCH-type domains 2	−0.507	−0.093	0.572	3.894E-04
NM_001270630	*Bdnf*	brain-derived neurotrophic factor	0.098	−0.033	0.896	6.835E-03
NM_001104613	*Hnrnpa2b1*	heterogeneous nuclear ribonucleoprotein A2/B1	−0.102	−0.541	0.587	1.023E-02
NM_017268	*Hmgcs1*	3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble)	−0.726	0.004	−0.805	1.023E-02
NM_053539	*Idi1*	isopentenyl-diphosphate delta isomerase 1	−0.853	−0.011	−0.808	1.023E-02
XR_145741	*LOC100909757*	uncharacterized LOC100909757	0.391	0.235	−0.560	1.023E-02
NM_013092	*Cma1*	chymase 1, mast cell	−0.595	0.689	−1.090	1.023E-02
XM_003751331	*LOC685158*	similar to CG8138-PA	0.760	0.128	1.058	1.023E-02
NM_019300	*Cpa3*	carboxypeptidase A3, mast cell	0.100	0.791	−1.170	1.515E-02
NM_053554	*Picalm*	phosphatidylinositol binding clathrin assembly protein	−0.425	−0.196	0.463	1.687E-02
NM_053589	*Rab14*	RAB14, member RAS oncogene family	0.365	0.050	−0.443	1.915E-02
NM_001170487	*Myrf*	myelin regulatory factor	−0.308	−0.192	0.585	1.915E-02
NM_134383	*Elovl6*	ELOVL fatty acid elongase 6	−0.959	−0.059	−0.838	1.915E-02
NM_001257349	*Gng2*	guanine nucleotide binding protein (G protein), gamma 2	−0.739	−0.277	0.853	1.915E-02
NM_012845	*Ms4a2*	membrane-spanning 4-domains, subfamily A, member 2	0.048	0.819	−1.000	1.915E-02
NM_001277668	*Mcpt1l1*	mast cell protease 1-like 1	0.065	0.454	−0.966	2.140E-02
NM_001012738	*Ckmt1b*	creatine kinase, mitochondrial 1B	−0.623	−0.494	−0.811	2.140E-02
NM_017053	*Tacr3*	tachykinin receptor 3	−1.318	−1.472	1.056	2.140E-02
NM_019238	*Fdft1*	farnesyl diphosphate farnesyl transferase 1	−0.772	−0.036	−0.674	2.213E-02
NM_012941	*Cyp51*	cytochrome P450, family 51	−0.620	0.041	−0.604	2.618E-02
NM_001107278	*Fndc3a*	fibronectin type III domain containing 3a	0.448	0.127	−0.435	2.734E-02
NM_020100	*Ramp3*	receptor (G protein-coupled) activity modifying protein 3	1.021	0.130	0.766	3.313E-02
NM_001077356	*Clca4l*	chloride channel calcium activated 4-like	0.646	0.105	−0.578	3.313E-02
NM_053539	*Idi1*	isopentenyl-diphosphate delta isomerase 1	−0.990	−0.129	−0.838	3.356E-02
NM_172023	*Osbpl1a*	oxysterol binding protein-like 1A	−0.369	−0.090	0.350	3.801E-02
NM_012941	*Cyp51*	cytochrome P450, family 51	−0.664	0.027	−0.635	3.801E-02
NM_001025414	*Hars*	histidyl-tRNA synthetase	−0.365	−0.333	0.557	3.801E-02
NM_019180	*Tpsb2*	tryptase beta 2	0.277	0.716	−1.118	3.801E-02
NM_031091	*Rab3b*	RAB3B, member RAS oncogene family	−0.119	0.023	0.958	3.801E-02
NM_022211	*Fgf5*	fibroblast growth factor 5	0.570	0.050	1.403	3.816E-02
NM_001107052	*Arl4d*	ADP-ribosylation factor-like 4D	−1.487	0.223	−0.984	3.866E-02
NM_013034	*Slc6a4*	solute carrier family 6 (neurotransmitter transporter), member 4	−0.030	0.297	−0.849	3.866E-02
XM_001059693	*Tmcc2*	transmembrane and coiled-coil domain family 2	−0.680	−0.620	0.497	4.842E-02
NM_001108202	*Dlk2*	delta-like 2 homolog (Drosophila)	−0.285	−0.165	0.439	4.842E-02
XM_001073064	*LOC686240*	N(alpha)-acetyltransferase 16, NatA auxiliary subunit	0.297	0.086	−0.385	4.855E-02
NM_022618	*Akap6*	A kinase (PRKA) anchor protein 6	−0.154	−0.242	0.506	4.855E-02
NM_001106899	*Plekhb2*	pleckstrin homology domain containing, family B (evectins) member 2	−0.224	−0.147	0.498	4.988E-02

Model: Gene ∼ β0 + β1Age + β2Nerve + β3Age:Nerve

Reference group: adult radial nerve

### Neuromuscular dysfunction correlates with loss of muscle mass in elderly humans

Our results in the rat model of sarcopenia revealed a strong correlation between neuromuscular dysfunction and skeletal muscle atrophy during aging. To test this hypothesis in humans, we evaluated muscle mass and CMAP in the vastus lateralis, a muscle that is particularly susceptible to sarcopenia, and tibialis anterior, which does not normally experience muscle mass decline with advancing age [38]. The decline in muscle size with increasing age in the vastus lateralis (VL) muscle was strongly correlated to decreased CMAP amplitude, demonstrating that both loss of muscle and neuromuscular defects affect this muscle in the elderly (Figure 7A-B). In the tibialis anterior, however, neither muscle size nor CMAP amplitude significantly decreased with increasing age (Figure 7C-D). These results demonstrate that, similar to our observations in the rat, human skeletal muscles with intact neuromuscular transmission are protected from sarcopenia.

**Figure 7:**
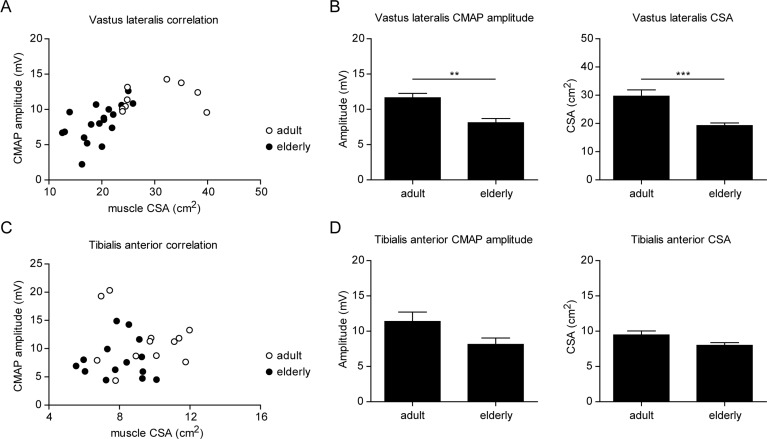
Neuromuscular dysfunction correlates with skeletal muscle atrophy in elderly men (**A**,**C**) Graphs showing the correlation between muscle cross-sectional area (CSA) and CMAP negative peak amplitude in vastus lateralis (**A**) and tibialis anterior (**C**) from adult (i.e 20-35 years) and elderly (i.e >65 years) men. (**B**,**D**) CMAP negative peak amplitude and muscle size in vastus lateralis (**B**) and tibialis anterior (**D**). For all graphs n=9-18 per group. * p<0.05 ** p<0.01 *** p<0.001 with a one-way ANOVA test.

## DISCUSSION

Loss of muscle mass and strength is a disabling factor in the aging population for which the prevention and therapeutic options are currently limited. One of the challenges to maintain mobility and physical function in elderly arises from the overlap of a wide range of molecular, cellular, endocrine and nutritional perturbations occurring with age. These multi-factorial contributions to sarcopenia overlap within individual patients, and can be confounded by other manifestations of aging that do not directly play a role in muscle pathophysiology.

Our study establishes a direct and robust association between neuromuscular dysfunction and sarcopenia and characterizes molecular and cellular perturbations of the neuromuscular system that are specifically altered during sarcopenia. In particular, we demonstrate that the susceptibility to sarcopenia differs across different muscles within individuals, both in rats and humans. In humans, the vastus lateralis muscle cross-sectional area was decreased by approximately 40% in the elderly cohort investigated, which is in line with our previous findings in older men [39]. Importantly, the decline in vastus lateralis size in aged individuals directly correlated with the decline in CMAP amplitude measured during electrophysiological assessments. In contrast, the tibialis anterior muscle showed preservation of both muscle cross-sectional area and CMAP amplitude. The CMAP is a clinical assessment of neuromuscular function that is widely used to examine a range of motoneuron and muscle diseases because it indicates the sum of excitable tissue, although it does not necessarily indicate the numbers of motoneurons per se. Interestingly, both the vastus lateralis (VL) and the TA muscles have been shown to lose motor units with advancing old age in humans [40]. Therefore, the relative preservation of muscle mass and CMAP in TA compared with vastus lateralis (VL) suggests that the susceptibility to muscle loss and thus, sarcopenia, can be mediated by local nerve-muscle interactions. The direct correlation between sarcopenia and neuro-muscular dysfunction was also observed in Wistar rats, where muscle mass, gait and neuromuscular function specifically declined in all hindlimb but not forelimb muscles that were analyzed. Interestingly, a similar regional decline in muscle mass has also been reported in humans when considering the entire musculature of the limb, as muscle mass declined faster with age in the legs than in the upper body [41]. Consistent with previous reports in various strains [7, 28], all rat hindlimb muscles including tibialis anterior were affected by sarcopenia, possibly differing from the human phenotype because of rodent-specific posture and locomotion. Altogether, the fact that both rats and humans show regional decline in muscle mass across the different anatomical locations demonstrates that endocrine and systemic factors alone are not the primary mechanism driving sarcopenia. Together with the observation that neuromuscular decline precedes loss of muscle mass [21], our results on the tight association of neuromuscular function and sarcopenia in symptomatic and non-symptomatic muscles of a given individual strongly suggest that neuromuscular dysfunction could be one of the primary drivers of sarcopenia.

The absence of sarcopenia in the forelimb muscles of aged rats also provides a unique model to tease out the molecular and cellular processes that are deregulated during aging without directly contributing to sarcopenia from those that are directly associated to the loss of muscle mass during aging. At the molecular level, inflammatory gene signatures were changed with age in both the muscles prone and resistant to sarcopenia. In contrast, gene networks for neuromuscular function, mitochondria and extra-cellular matrix remodeling and fibrosis were primarily altered with age in the muscle prone to sarcopenia. Experimental models of denervation via nerve resection in young animals have demonstrated that loss of motoneuron innervation impairs mitochondrial function and alters the extra-cellular matrix both at the gene expression and functional level [42-45]. Thus, it is likely that neuromuscular alterations are priming events in the initiation of sarcopenia and lead to downstream perturbations of muscle metabolism and fibrosis by perturbing muscle contractibility. In addition, NMJ fragmentation and motoneuron retro-labeling clearly demonstrated that age specifically affects the neuromuscular system only in the muscles sensitive to sarcopenia, further highlighting that neuromuscular dysfunction is most likely required to initiate the loss of muscle mass.

The effects of age on the neuromuscular system were observed at the level of the NMJ as previously reported [18, 32], but also on the direct connectivity of motoneurons projecting from the spinal cord to muscle fibers. Axons themselves are also affected by aging as axonal diameter increases while myelination is adversely affected in old sciatic nerves [21, 46, 47]. Interestingly, these nerve fiber perturbations during aging seem restricted to nerves innervating hindlimb muscles while sparing nerves innervating the forelimb [47], suggesting that perturbations in the nerve could be one of the upstream determinants of sarcopenia. The priming causes leading to differential functional manifestations of aging in the different nerves still remain unclear. One possibility is that proximal to distal location of motoneuron cellular bodies in the spinal cord could modulate their sensitivity to aging since the sciatic nerve, which is more sensitive to aging, spans from the lumbar region, while the radial nerve spans from the cervical region. Another possibility is that surviving nerves within muscles that are less susceptible to sarcopenia have a higher capacity to perform axonal sprouting and re-innervate fibers in order to compensate for the loss of motoneurons. It is not yet clear which neuromuscular environments might favor reinnervation over loss of fibers, but there is evidence of such muscle-specific responses in humans. For instance, motoneuron loss in the vastus lateralis (VL) [40] is accompanied by extensive fiber loss [29], while motoneuron loss of in human TA is almost completely compensated by fiber reinnervation resulting in fewer, but considerably larger, motor units [48] and no loss of muscle mass (Fig 7).

At the molecular level, we identified transcriptional signatures of nerve aging that are specific to the sciatic over the radial nerve. Gene expression analysis has previously suggested a role for lipid metabolism and inflammation as mechanisms of nerve aging [46]. Our analyses of sciatic and radial nerves unequivocally identified cholesterol biosynthesis as the key pathway differentially regulated in the sciatic nerves innervating the sarcopenia-prone leg muscles. All rate limiting enzymes of cholesterol biosynthesis were down-regulated with age with a larger amplitude in the sciatic than the radial nerve. Cholesterol is the major lipid constituent of myelin and genetic deletion of cholesterol biosynthetic enzymes or cholesterol sensors leads to strong hypo-myelination phenotypes and locomotor deficits [49, 50]. In addition, statins, which are widely used clinically to mitigate cardiovascular risks by reducing cholesterol levels through HMG-CoA reductase inhibition, have been proposed to increase the risk for peripheral neuropathy [51], on top of their well-known side effects on muscle [52]. Down-regulation of cholesterol biosynthesis in aged nerves therefore likely alters myelination to induce neuromuscular dysfunction and sarcopenia. The gene signature specifically regulated with age in the sciatic nerve was also enriched in genes coding for secreted factors such as BDNF and FGF5, as well as the neutrophin receptor p75NTR, raising the possibility that neurotrophic paracrine signaling could also contribute. Given that these factors have previously been shown to protect from neuro-muscular dysfunction or to be induced upon denervation [37, 53-55], it is, however, more likely that these molecular perturbations are compensatory adaptations secondary to the effects that drive neuromuscular aging. Given that compensatory mechanisms at the gene expression level often indicate functional deficiencies, these observations could highlight local loss of neurotrophic input via either lower growth factor secretion or intra-cellular growth factor resistance.

Altogether, our study brings comprehensive evidence that the severity of sarcopenia is tightly linked to neuromuscular dysfunction in rats and humans, with direct evidence in both species that susceptibility to sarcopenia is strongly influenced by local rather than systemic cues. Electrophysiological measurements, NMJ morphology, and molecular profiling all converge to demonstrate that neuromuscular input plays a key role in the susceptibility to sarcopenia, and that altered cholesterol metabolism in aged nerves is a mechanism upstream to sarcopenia.

## METHODS

### Animal experiments

All experimental procedures on animals were in agreement with Swiss and EU ethical guidelines and approved by the local animal experimentation committee of the Canton of Vaud (license number VD2630). Male Wistar rats aged 8 months to 24 months were obtained from Janvier Labs (Le Genest-Saint-Isle, France). Upon arrival all animals were housed by two in standard type 4 cages with *ad libitum* access to food and water on a 12 hour light/dark cycle at a temperature between 20-24°C and a relative humidity between 50-60%. All rats labeled by age were grouped by date of birth within one month, and further grouping was then based on the muscle phenotype in hindlimbs under the following categories: adult (8-10 months of age), early-sarcopenic (18-20 months of age), and sarcopenic (22-24 months of age). Rats were sacrificed by exsanguination under isoflurane anesthesia and skeletal muscles were dissected free of fat, weighed and snap frozen in liquid nitrogen or processed for histology as described below. A piece of about 1cm of sciatic and radial nerves was dissected out from the mid-thigh or arm region and snap frozen in liquid nitrogen.

Electromyography (EMG) measurements were performed on rats under isoflurane anesthesia. The left limbs were shaved and recording needle electrodes (twisted pairs, wire 150cm, needle 0.4 × 13mm, Neurolite, Switzerland) were sequentially placed into the gastrocnemius, tibialis anterior, triceps brachii and biceps brachii muscles. Supra-maximal electric stimulation was achieved via stimulating needle electrodes sequentially placed around the sciatic nerve and the radial nerve, and the resulting compound muscle action potential (CMAP) was recorded using the Keypoint software (Neurolite, Switzerland).

Gait parameters were measured using the Catwalk XT system (Noldus, Netherlands). Animals were placed to spontaneously walk on a glass lane with tangential illumination and each step was recorded by detecting light diffraction using a camera below the lane. At least 3 runs per animal were acquired with 10 minutes break in between. Locomotion patterns and gait speed were then analyzed from smooth runs, which were defined as runs during which the rat maintained constant speed for at least 3-4 prints per paw, using the automated Catwalk analysis software. All runs were required, manually edited for correct detection of the paws.

### Immunofluorescence staining and microscopy

For fiber type analysis, tibialis anterior and biceps brachii were frozen in isopentane cooled in liquid nitrogen, stored at −80°C and cryo-sectioned at 10μm. Sections were incubated 2h in blocking solution made with 4% IgG-free bovine serum albumin (001-000-162, Jackson immunoresearch) + 1% fetal bovine serum in PBS and subsequently incubated with mouse MHC2B (clone BFF3, DSHB) and rabbit laminin (L9393, Sigma aldrich) antibodies overnight. After washing, sections were incubated with donkey anti-mouse-IgM-Cy3 (715-165-020, Jackson immunoresearch) + goat anti-rabbit-A405 (A-31556, Thermo Fisher) secondary antibodies for 1h. A second round of incubations were then performed using MHC2A (clone SC71, DSHB) + MHC1 (clone BAD5, DSHB), and then goat anti-mouse-IgG1-A647 (A-21240, Thermo Fisher) + goat anti-mouse-IgG2b-A488 (A-21141, Thermo Fisher). Images were acquired using a slide scanner (VS-120, Olympus) and analyzed using an in-house MetaXpress journal (Molecular Devices, Sunnyvale, USA). Briefly, fibers were segmented based on laminin staining using a combination of morphological operators and thresholding. Segmentation results were manually controlled and corrected prior to create the final segmentation masks and extract individual fiber cross-sectional area. Intensity thresholds for fiber type staining were manually chosen for each image individually before final quantification. Fibers where the average intensity in the channel of interest was above the threshold were annotated positive for this specific marker. Fibers that were negative for MHC1, 2A and 2B were considered positive for MHC2X. Subsequent data processing was performed by a custom workflow using KNIME Analytic Platform (http://www.knime.org) [56].

For neuromuscular junction analyses, muscles were pinned on cork in PBS and injected with α-bungarotoxin-A488 (1:5000, B-13422 Thermo Fischer) for 30min to stain for acetylcholine receptors. Muscles were then rinsed with PBS and injected with 2% paraformaldehyde solution (P6148, Sigma Aldrich) for 15min, rinsed again and stored at 4°C. Muscles were then separated into bundles of 20-30 fibers, mounted with fluorescence mounting medium (S302380, Dako) and pressed overnight at 4°C. Images were acquired on a Leica DMI 6000B microscope. For each muscle, approximately 50 neuromuscular junctions were imaged and each junction was classified into 3 classes (1-2 fragments, 3-4 fragments or ≥5 fragments) according to the number of fragments counted manually.

### Motoneuron retrotracing study

Rats were anesthesized using isoflurane and the right legs were shaved and disinfected with ethanol. Fluorogold (Fluorochrome LLC) was diluted at 2% (w/v) and injected into the gastrocnemius and triceps brachii at 4 to 6 points of injection. The total volume of injection was 60-80 μL per muscle. Ten days later, animals were sacrificed by intracardial perfusion of paraformaldehyde and the spinal cord was dissected out, placed in paraformaldehyde solution overnight at 4°C and subsequently placed in 20% sucrose solution for 3-4 days. The cervical and lumbar regions of each spinal cord were then removed and frozen in OCT embedding medium (361603E, VWR Chemicals). Each sample was cryo-sectioned at 40μm on its entire length and 1 out of 4 sections were examined to count the number of labeled motoneurons.

### Gene expression profiling

#### Muscle RNA-Seq analysis

Total RNA was extracted using the miRNeasy Mini Kit (Qiagen) according to the manufacturer's instruction. RNA quantity was measured with Ribogreen (Life Technologies) and RNA quality was assessed on a Bioanalyzer (Agilent Technologies). Sequencing libraries were prepared from 250ng total RNA using the TruSeq RNA Library Preparation Kit v2 following the manufacturer's protocol. The procedure was automated on a Sciclone NGS Workstation (Perkin Elmer). Purified libraries were quantified with Picogreen (Life Technologies) and the size pattern was controlled with the DNA High Sensitivity Reagent kit on a LabChip GX (Perkin Elmer). Libraries were then pooled and clustered at a concentration of 8pmol on a v3 paired-end sequencing flow cell (Illumina). Sequencing was performed for 2 × 100 cycles on a HiSeq 2000 strictly following Illumina's recommendations. Fastq files were mapped to the Rattus Norvegicus genome Rnor_6 with the alignment software RNAStar (version 2.3.0) using the following parameters: outFilterMultimapNmax = 3, outFilter MismatchNoverLmax = 0.3, outFilterMulti mapScore Range = 1. Mapped sequences with mapping scores lower than 30 (samtools-0.1.19 with option -q 30) were filtered out from further analysis, and mapped sequences that passed QC criteria were exported as one bam file per sample. The number of reads mapped within genes was quantified by HTSeq (option union, version HTSeq-0.5.4p3). Genes with very low counts (less than 20 reads in each sample) were discarded. 

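In the deposited counts, 8985 of the 32545 genes had no read in any library. Keeping every gene with a read in any library would leave 23560 genes, and edgeR's filterByExpr rule 14310.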

The gene counts were normalized using edgeR TMM (trimmed mean of M values) prior to voom (variance modelling at the observational level) analysis in Limma [57, 58]. We provided an estimate of the within-animal correlation via the duplicate Correlation function available in Limma since we had two muscles from each animal [59]. The voom method was used to estimate the mean-variance relationship of log2 counts per million (log-cpm) for each sample. These estimates were taken into consideration by the empirical Bayes Limma models. We analyzed the data set as a two (muscle types: triceps brachii and gastrocnemius) by three (age categories: 8, 18, and 24 months) factorial design. Raw data are available in GEO (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE78702.

#### Nerve micro-array analysis

Total RNA was extracted using the miRNeasy Mini Kit (Qiagen) according to the manufacturer's instruction. The quality of RNA samples was checked using the Standard Sensitivity RNA Analysis Kit on a Fragment Analyzer (Advanced Analytical Technologies). All cRNA targets were synthesized using the Illumina TotalPrep-96 RNA amplification Kit (Life Technologies) and fragmented according to the Affymetrix protocol, based on the Eberwine T7 procedure. Briefly, 200ng of total RNA were used to produce double-stranded cDNA, followed by in vitro transcription, and cRNA labeling with biotin. Then, 7.5μg of cRNA were hybridized on Affymetrix Rat 230 PM 96-Array in an Affymetrix GeneTitan device (Affymetrix, CA, USA) directly followed by staining and scanning in the same instrument. Affymetrix probes were normalized and summarized to probe sets using the Robust Multi-array Average (RMA) approach. We applied a non-specific filter to discard probe sets with low variability and retained 15549 probe sets whose SD was greater than median of SD of all probe sets. Genes (represented by 15549 probe sets) were tested for differential expression using Limma for age, nerve type, and interaction term between age and nerve type [57]. We took into account that for each animal we had two nerve types by providing an estimate of the within-animal correlation via the duplicate Correlation function available in Limma [59]. We defined probe sets whose Benjamini-Hoechberd adjusted p-value was lower than 0.05 as differentially expressed and exploited topGO to assess whether the DE probe sets were related to specific pathways. Raw data are available in GEO (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE77022.

### Reverse transcription and qPCR

Total RNA was extracted using a commercial kit (miRNeasy Mini Kit, Qiagen) according to the manufacturer's instruction, and the concentration was measured using a NanoDrop device. Total RNA extracts were diluted at 20ng/ml and reverse transcribed into cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and then diluted 1/2. Quantitative PCR reactions were performed using LightCycler DNA Green Master (Roche) on a LightCycler 384 Real-Time PCR System thermocycler (Roche). The amplification curves were analyzed by the LightCycler 480 SW 1.5 software. HPRT was amplified as qPCR normalization gene.

### Human clinical study

The human clinical study was approved by the University of Manchester Research Ethics Committee and was conducted in accordance with the *Declaration of Helsinki.* All participants provided written informed consent prior to inclusion in the study. Volunteers were included if they were male, and for the vastus lateralis aged between 18-35 years (mean (SD) age 25.2 (4.6) years, height 1.77 (0.06) m, body mass 74.8 (11.1) kg and BMI 23.7 (2.9) kg/m^2^) or 65-90 years (mean (SD) age 71.6 (6.2) years, height 1.72 (0.07) m, body mass 73.2 (8.7) kg and BMI 24.6 (2.7) kg/m^2^). For the tibialis anterior (TA) they were aged between 18-35 years (mean (SD) age 27.5 (44.6) years, height 1.77 (0.05) m, body mass 76.7 (10.9) kg and BMI 24.5 (3.7) kg/m^2^) or 65-90 years (mean (SD) age 74.8 (7.6) years, height 1.71 (0.06) m, body mass 74.7 (7.6) kg and BMI 25.9 (4.02) kg/m^2^). All participants were physically active and living independently. They were free from neuromuscular, metabolic and cardiovascular diseases (except for controlled hypertension), had not suffered a broken bone within the past two years and reported no mobility problems that affected their ability to complete usual activities of daily living.

Muscle anatomical cross sectional area. Magnetic resonance imaging (MRI) was used to measure peak VL and TA muscle anatomical cross sectional areas using a T1-weighted turbo 3D sequence on a 0.25-T G-Scan (Esaote, Genoe, Italy). The motor point over the VL muscle belly was marked, and contiguous transverse-plane slices of 6mm thickness were collected. Images were analyzed off-line using Osirix imaging software (OsiriX medical imaging, OsiriX, Atlanta, USA) and the cross-sectional at the motor point was recorded.

### Surface EMG

The maximal compound muscle action potential (CMAP) was evoked by a manually triggered stimulator (model DS7A; Digitimer, Welwyn Garden City, Hertfordshire, UK) using percutaneous stimulation (Medserve, Daventry, UK). For VL, stimulation was applied to the femoral nerve and a carbon-rubber anode electrode (Dermatrode self-adhering electrode, 5.08cm diameter, Farmadomo, NL) was placed over the skin overlying the gluteus muscle. For TA, the anode was placed on the medial knee joint cleft and stimulation was applied to a superficial part of the common peroneal nerve on the lateral aspect of the shank close to the head of the fibula. For each muscle, the recording surface-EMG electrode was positioned over the motor point of the respective muscle belly to ensure the largest CMAP (negative peak amplitude) with fastest rise-time. For both VL and TA, the stimulator voltage was fixed at 400V and the pulse width at 50μS, and the current was then increased incrementally until the CMAP negative peak amplitude plateaued. At this point the current was increased again by 30mA to ensure supra-maximal stimulation (usually occurring between 100 and 200mA for VL and 80-120mA for TA).

### Statistics

All genome wide statistical analyses were performed using R version 3.1.3 and relevant Bioconductor packages as described in the gene expression profiling section. All other statistical analyses were performed using the GraphPad Prism software, and statistical significance was assessed by the Mann-Whitney test for binary comparisons. For comparison of more than 2 groups, one-way ANOVA followed by Bonferroni's multiple comparison test was used. All data are expressed as mean value +/− s.e.m.

## SUPPLEMENTARY DATA FIGURE AND TABLES

# Supplementary material for: A robust neuromuscular system protects rat and human skeletal muscle from sarcopenia
**Source:** Aging (Albany NY). 2016 Mar 24;8(4):712–28. doi: 10.18632/aging.100926
**Supplement:** Supplementary file 3

2 by 3 factorial design of muscle RNAseq (Gastrocnemius vs Triceps at 8m / 18m / 24m of age)

Model: Gene ~ b0 + b1MuscleType8m + b2Age18m + b3Age24m + b4Age18m:MuscleType + b5Age24m:MuscleType

Reference group: Adult 8m gastrocnemius

# Supplementary material for: A robust neuromuscular system protects rat and human skeletal muscle from sarcopenia
**Source:** Aging (Albany NY). 2016 Mar 24;8(4):712–28. doi: 10.18632/aging.100926
**Supplement:** Supplementary file 5

| Gene Ontology ID | Gene Ontology term                          | (Biological Process) | Number of annotated genes | Number of significant genes | Number of expected genes | p-value  | (Fisher test)  |
|------------------|---------------------------------------------|----------------------|---------------------------|-----------------------------|--------------------------|----------|----------------|
| GO:0002376       | immune system process                       |                      | 1210                      | 38                          | 15.96                    | 1.80E-07 |                |
| GO:0006952       | defense response                            |                      | 617                       | 24                          | 8.14                     | 1.50E-06 |                |
| GO:0002252       | immune effector process                     |                      |                           | 331                         | 17                       | 4.37     | 1.50E-06       |
| GO:0006955       | immune response                             |                      | 598                       | 22                          | 7.89                     | 1.00E-05 |                |
| GO:0001775       | cell activation                             |                      | 525                       | 20                          | 6.92                     | 1.70E-05 |                |
| GO:0002456       | T cell mediated immunity                    |                      |                           | 65                          | 7                        | 0.86     | 2.20E-05       |
| GO:0046649       | lymphocyte activation                       |                      | 372                       | 16                          | 4.91                     | 3.00E-05 |                |
| GO:0006950       | response to stress                          |                      | 2004                      | 46                          | 26.43                    | 4.70E-05 |                |
| GO:0001932       | regulation of protein phosphorylation       |                      |                           | 662                         | 22                       | 8.73     | 5.00E-05       |
| GO:0043903       | regulation of symbiosis, encompassing mu... |                      |                           | 104                         | 8                        | 1.37     | 6.60E-05       |
| GO:0045321       | leukocyte activation                        |                      | 443                       | 17                          | 5.84                     | 7.00E-05 |                |
| GO:0042592       | homeostatic process                         |                      | 933                       | 27                          | 12.31                    | 7.10E-05 |                |
| GO:0044699       | single-organism process                     |                      |                           | 7957                        | 122                      | 104.94   | 7.10E-05       |
| GO:0048878       | chemical homeostasis                        |                      | 600                       | 20                          | 7.91                     | 1.10E-04 |                |
| GO:0051338       | regulation of transferase activity          |                      | 508                       | 18                          | 6.7                      | 1.20E-04 |                |
| GO:0050792       | regulation of viral process                 |                      | 87                        | 7                           | 1.15                     | 1.40E-04 |                |
| GO:0042110       | T cell activation                           |                      | 257                       | 12                          | 3.39                     | 1.40E-04 |                |
| GO:0043549       | regulation of kinase activity               |                      |                           | 472                         | 17                       | 6.23     | 1.50E-04       |
| GO:0019058       | viral life cycle                            |                      | 117                       | 8                           | 1.54                     | 1.50E-04 |                |
| GO:0044763       | single-organism cellular process            |                      |                           | 7096                        | 112                      | 93.59    | 1.80E-04       |
| GO:0031399       | regulation of protein modification proce... |                      |                           | 826                         | 24                       |          | 10.89 1.80E-04 |
| GO:0042325       | regulation of phosphorylation               |                      |                           | 837                         | 24                       | 11.04    | 2.20E-04       |
| GO:0051146       | striated muscle cell differentiation        |                      |                           | 193                         | 10                       | 2.55     | 2.30E-04       |
| GO:0002367       | cytokine production involved in immune r... |                      |                           | 44                          | 5                        | 0.58     | 2.70E-04       |
| GO:0010033       | response to organic substance               |                      |                           | 1657                        | 38                       | 21.85    | 2.90E-04       |
| GO:0000768       | syncytium formation by plasma membrane f... |                      |                           | 25                          | 4                        | 0.33     | 3.00E-04       |
| GO:0000096       | sulfur amino acid metabolic process         |                      |                           | 25                          | 4                        | 0.33     | 3.00E-04       |
| GO:0070887       | cellular response to chemical stimulus      |                      |                           | 1363                        | 33                       | 17.98    | 3.10E-04       |
| GO:0007050       | cell cycle arrest                           |                      | 100                       | 7                           | 1.32                     | 3.40E-04 |                |
| GO:0034097       | response to cytokine                        |                      | 415                       | 15                          | 5.47                     | 3.60E-04 |                |
| GO:0006949       | syncytium formation                         |                      | 27                        | 4                           | 0.36                     | 4.00E-04 |                |
| GO:0044419       | interspecies interaction between organis... |                      |                           | 170                         | 9                        | 2.24     | 4.10E-04       |
| GO:0044403       | symbiosis, encompassing mutualism throug... |                      |                           | 170                         | 9                        | 2.24     | 4.10E-04       |
| GO:0043901       | negative regulation of multi-organism pr... |                      |                           | 76                          | 6                        | 1        | 4.80E-04       |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:0048525 | negative regulation of viral process        | 51   | 5  | 0.67  |          |
|            | 5.30E-04                                    |      |    |       |          |
| GO:0016032 | viral process                               | 141  | 8  | 1.86  | 5.40E-04 |
| GO:0002449 | lymphocyte mediated immunity                | 142  | 8  | 1.87  | 5.70E-04 |
| GO:0032268 | regulation of cellular protein metabolic... | 1060 | 27 |       |          |
|            | 13.98                                       |      |    |       | 5.70E-04 |
| GO:0048002 | antigen processing and presentation of p... | 52   | 5  | 0.69  |          |
|            | 5.90E-04                                    |      |    |       |          |
| GO:0002709 | regulation of T cell mediated immunity      | 52   | 5  | 0.69  |          |
|            | 5.90E-04                                    |      |    |       |          |
| GO:0007568 | aging                                       | 258  | 11 | 3.4   | 6.00E-04 |
| GO:0045859 | regulation of protein kinase activity       | 436  | 15 | 5.75  |          |
|            | 6.10E-04                                    |      |    |       |          |
| GO:0006811 | ion transport                               | 846  | 23 | 11.16 | 6.40E-04 |
| GO:0019882 | antigen processing and presentation         | 81   | 6  | 1.07  |          |
|            | 6.80E-04                                    |      |    |       |          |
| GO:2000278 | regulation of DNA biosynthetic process      | 31   | 4  | 0.41  |          |
|            | 6.90E-04                                    |      |    |       |          |
| GO:0002682 | regulation of immune system process         | 639  | 19 | 8.43  |          |
|            | 6.90E-04                                    |      |    |       |          |
| GO:0044764 | multi-organism cellular process             | 148  | 8  | 1.95  | 7.40E-04 |
| GO:0009615 | response to virus                           | 149  | 8  | 1.97  | 7.80E-04 |
| GO:0003009 | skeletal muscle contraction                 | 32   | 4  | 0.42  | 7.80E-04 |
| GO:0001816 | cytokine production                         | 354  | 13 | 4.67  | 7.90E-04 |
| GO:0034341 | response to interferon-gamma                | 56   | 5  | 0.74  | 8.20E-04 |
| GO:0045087 | innate immune response                      | 269  | 11 | 3.55  | 8.40E-04 |
| GO:0002369 | T cell cytokine production                  | 15   | 3  | 0.2   | 9.10E-04 |
| GO:0002474 | antigen processing and presentation of p... | 34   | 4  | 0.45  |          |
|            | 9.90E-04                                    |      |    |       |          |
| GO:0071345 | cellular response to cytokine stimulus      | 321  | 12 | 4.23  |          |
|            | 1.08E-03                                    |      |    |       |          |
| GO:0090279 | regulation of calcium ion import            | 16   | 3  | 0.21  | 1.11E-03 |
| GO:0002706 | regulation of lymphocyte mediated immuni... | 90   | 6  | 1.19  |          |
|            | 1.18E-03                                    |      |    |       |          |
| GO:2000107 | negative regulation of leukocyte apoptot... | 36   | 4  | 0.47  |          |
|            | 1.23E-03                                    |      |    |       |          |
| GO:0007159 | leukocyte cell-cell adhesion                | 36   | 4  | 0.47  | 1.23E-03 |
| GO:0006875 | cellular metal ion homeostasis              | 282  | 11 | 3.72  | 1.24E-03 |
| GO:0010959 | regulation of metal ion transport           | 199  | 9  | 2.62  | 1.25E-03 |
| GO:0055065 | metal ion homeostasis                       | 328  | 12 | 4.33  | 1.30E-03 |
| GO:0065008 | regulation of biological quality            | 1978 | 41 | 26.09 | 1.30E-03 |
| GO:0002440 | production of molecular mediator of immu... | 92   | 6  | 1.21  |          |
|            | 1.33E-03                                    |      |    |       |          |
| GO:0010942 | positive regulation of cell death           | 330  | 12 | 4.35  | 1.37E-03 |
| GO:0051607 | defense response to virus                   | 93   | 6  | 1.23  | 1.40E-03 |
| GO:0080134 | regulation of response to stress            | 626  | 18 | 8.26  | 1.42E-03 |
| GO:0002250 | adaptive immune response                    | 164  | 8  | 2.16  | 1.45E-03 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:0070374 | positive regulation of ERK1 and ERK2 cas... | 95   | 6  | 1.25  | 1.57E-03 |
| GO:0032897 | negative regulation of viral transcripti... | 18   | 3  | 0.24  | 1.58E-03 |
| GO:0006812 | cation transport                            | 635  | 18 | 8.38  | 1.66E-03 |
| GO:0050881 | musculoskeletal movement                    | 39   | 4  | 0.51  | 1.66E-03 |
| GO:0050879 | multicellular organismal movement           | 39   | 4  | 0.51  | 1.66E-03 |
| GO:0050776 | regulation of immune response               | 339  | 12 | 4.47  | 1.71E-03 |
| GO:0051240 | positive regulation of multicellular org... | 435  | 14 | 5.74  | 1.76E-03 |
| GO:0055082 | cellular chemical homeostasis               | 388  | 13 | 5.12  | 1.81E-03 |
| GO:0006941 | striated muscle contraction                 | 98   | 6  | 1.29  | 1.84E-03 |
| GO:0042692 | muscle cell differentiation                 | 254  | 10 | 3.35  | 1.93E-03 |
| GO:0051924 | regulation of calcium ion transport         | 134  | 7  | 1.77  | 1.94E-03 |
| GO:0001819 | positive regulation of cytokine producti... | 173  | 8  | 2.28  | 2.03E-03 |
| GO:0002819 | regulation of adaptive immune response      | 100  | 6  | 1.32  | 2.04E-03 |
| GO:0006915 | apoptotic process                           | 1156 | 27 | 15.25 | 2.11E-03 |
| GO:0034612 | response to tumor necrosis factor           | 101  | 6  | 1.33  | 2.14E-03 |
| GO:0002684 | positive regulation of immune system pro... | 396  | 13 | 5.22  | 2.16E-03 |
| GO:0043068 | positive regulation of programmed cell d... | 303  | 11 | 4     | 2.19E-03 |
| GO:0002697 | regulation of immune effector process       | 176  | 8  | 2.32  | 2.26E-03 |
| GO:0043900 | regulation of multi-organism process        | 176  | 8  | 2.32  | 2.26E-03 |
| GO:0030003 | cellular cation homeostasis                 | 305  | 11 | 4.02  | 2.31E-03 |
| GO:0048871 | multicellular organismal homeostasis        | 177  | 8  | 2.33  | 2.34E-03 |
| GO:0001817 | regulation of cytokine production           | 306  | 11 | 4.04  | 2.37E-03 |
| GO:0006816 | calcium ion transport                       | 220  | 9  | 2.9   | 2.50E-03 |
| GO:0002443 | leukocyte mediated immunity                 | 179  | 8  | 2.36  | 2.51E-03 |
| GO:0009605 | response to external stimulus               | 1230 | 28 | 16.22 | 2.51E-03 |
| GO:0030282 | bone mineralization                         | 72   | 5  | 0.95  | 2.55E-03 |
| GO:0098542 | defense response to other organism          | 180  | 8  | 2.37  | 2.60E-03 |
| GO:0006873 | cellular ion homeostasis                    | 311  | 11 | 4.1   | 2.68E-03 |
| GO:0042221 | response to chemical                        | 2119 | 42 | 27.95 | 2.71E-03 |
| GO:0030001 | metal ion transport                         | 457  | 14 | 6.03  | 2.77E-03 |
| GO:0012501 | programmed cell death                       | 1180 | 27 | 15.56 | 2.83E-03 |
| GO:0002711 | positive regulation of T cell mediated i... | 45   | 4  | 0.59  | 2.84E-03 |
| GO:0030595 | leukocyte chemotaxis                        | 107  | 6  | 1.41  | 2.86E-03 |
| GO:0050801 | ion homeostasis                             | 409  | 13 | 5.39  | 2.86E-03 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:0043067 | regulation of programmed cell death         | 948  | 23 | 12.5  | 2.92E-03 |
| GO:0055080 | cation homeostasis                          | 362  | 12 | 4.77  | 2.95E-03 |
| GO:0010941 | regulation of cell death                    | 1007 | 24 | 13.28 | 2.96E-03 |
| GO:0045786 | negative regulation of cell cycle           | 184  | 8  | 2.43  | 2.98E-03 |
| GO:0002703 | regulation of leukocyte mediated immunit... | 108  | 6  | 1.42  | 3.00E-03 |
| GO:0034113 | heterotypic cell-cell adhesion              | 23   | 3  | 0.3   | 3.28E-03 |
| GO:0070229 | negative regulation of lymphocyte apopto... | 23   | 3  | 0.3   | 3.28E-03 |
| GO:0055076 | transition metal ion homeostasis            | 78   | 5  | 1.03  | 3.62E-03 |
| GO:0001960 | negative regulation of cytokine-mediated... | 24   | 3  | 0.32  | 3.71E-03 |
| GO:0032269 | negative regulation of cellular protein ... | 374  | 12 | 4.93  | 3.84E-03 |
| GO:0070838 | divalent metal ion transport                | 236  | 9  | 3.11  | 3.98E-03 |
| GO:0002460 | adaptive immune response based on somati... | 153  | 7  | 2.02  | 4.08E-03 |
| GO:0001910 | regulation of leukocyte mediated cytotox... | 50   | 4  | 0.66  | 4.17E-03 |
| GO:0045214 | sarcomere organization                      | 25   | 3  | 0.33  | 4.17E-03 |
| GO:0071310 | cellular response to organic substance      | 1096 | 25 | 14.46 | 4.30E-03 |
| GO:0072511 | divalent inorganic cation transport         | 241  | 9  | 3.18  | 4.57E-03 |
| GO:0006954 | inflammatory response                       | 334  | 11 | 4.41  | 4.61E-03 |
| GO:0009408 | response to heat                            | 83   | 5  | 1.09  | 4.73E-03 |
| GO:0055072 | iron ion homeostasis                        | 52   | 4  | 0.69  | 4.80E-03 |
| GO:0030099 | myeloid cell differentiation                | 243  | 9  | 3.2   | 4.82E-03 |
| GO:0042098 | T cell proliferation                        | 119  | 6  | 1.57  | 4.84E-03 |
| GO:0050900 | leukocyte migration                         | 159  | 7  | 2.1   | 5.03E-03 |
| GO:0046916 | cellular transition metal ion homeostasi... | 53   | 4  | 0.7   | 5.14E-03 |
| GO:0046688 | response to copper ion                      | 27   | 3  | 0.36  | 5.21E-03 |
| GO:0060761 | negative regulation of response to cytok... | 27   | 3  | 0.36  | 5.21E-03 |
| GO:0043269 | regulation of ion transport                 | 340  | 11 | 4.48  | 5.26E-03 |
| GO:0042981 | regulation of apoptotic process             | 937  | 22 | 12.36 | 5.36E-03 |
| GO:0031214 | biomineral tissue development               | 86   | 5  | 1.13  | 5.49E-03 |
| GO:0031341 | regulation of cell killing                  | 54   | 4  | 0.71  | 5.50E-03 |
| GO:0030335 | positive regulation of cell migration       | 249  | 9  | 3.28  | 5.64E-03 |
| GO:0008219 | cell death                                  | 1242 | 27 | 16.38 | 5.72E-03 |
| GO:0014902 | myotube differentiation                     | 87   | 5  | 1.15  | 5.77E-03 |
| GO:0045123 | cellular extravasation                      | 28   | 3  | 0.37  | 5.77E-03 |
| GO:0050732 | negative regulation of peptidyl-tyrosine... | 28   | 3  | 0.37  | 5.77E-03 |
| GO:0046651 | lymphocyte proliferation                    | 164  | 7  | 2.16  | 5.95E-03 |
| GO:0016265 | death                                       | 1247 | 27 | 16.45 | 6.04E-03 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:0043065 | positive regulation of apoptotic process    | 299  | 10 | 3.94  | 6.15E-03 |
| GO:0032943 | mononuclear cell proliferation              | 165  | 7  | 2.18  | 6.15E-03 |
| GO:0071897 | DNA biosynthetic process                    | 56   | 4  | 0.74  | 6.26E-03 |
| GO:0001894 | tissue homeostasis                          | 126  | 6  | 1.66  | 6.37E-03 |
| GO:0006879 | cellular iron ion homeostasis               | 29   | 3  | 0.38  | 6.38E-03 |
| GO:0046782 | regulation of viral transcription           | 29   | 3  | 0.38  | 6.38E-03 |
| GO:2000147 | positive regulation of cell motility        | 254  | 9  | 3.35  | 6.40E-03 |
| GO:0010035 | response to inorganic substance             | 401  | 12 | 5.29  | 6.65E-03 |
| GO:0097529 | myeloid leukocyte migration                 | 91   | 5  | 1.2   | 6.96E-03 |
| GO:0019725 | cellular homeostasis                        | 455  | 13 | 6     | 6.98E-03 |
| GO:0030154 | cell differentiation                        | 2229 | 42 | 29.4  | 7.00E-03 |
| GO:0006826 | iron ion transport                          | 30   | 3  | 0.4   | 7.02E-03 |
| GO:0019080 | viral gene expression                       | 30   | 3  | 0.4   | 7.02E-03 |
| GO:0019083 | viral transcription                         | 30   | 3  | 0.4   | 7.02E-03 |
| GO:0002700 | regulation of production of molecular me... | 58   | 4  | 0.76  | 7.08E-03 |
| GO:0050670 | regulation of lymphocyte proliferation      | 129  | 6  | 1.7   | 7.13E-03 |
| GO:0070661 | leukocyte proliferation                     | 170  | 7  | 2.24  | 7.20E-03 |
| GO:0050667 | homocysteine metabolic process              | 10   | 2  | 0.13  | 7.25E-03 |
| GO:0043922 | negative regulation by host of viral tra... | 10   | 2  | 0.13  | 7.25E-03 |
| GO:0048305 | immunoglobulin secretion                    | 10   | 2  | 0.13  | 7.25E-03 |
| GO:1900744 | regulation of p38MAPK cascade               | 10   | 2  | 0.13  | 7.25E-03 |
| GO:1900027 | regulation of ruffle assembly               | 10   | 2  | 0.13  | 7.25E-03 |
| GO:0006898 | receptor-mediated endocytosis               | 130  | 6  | 1.71  | 7.40E-03 |
| GO:0032944 | regulation of mononuclear cell prolifera... | 130  | 6  | 1.71  | 7.40E-03 |
| GO:0010038 | response to metal ion                       | 260  | 9  | 3.43  | 7.42E-03 |
| GO:0030097 | hemopoiesis                                 | 513  | 14 | 6.77  | 7.64E-03 |
| GO:0001933 | negative regulation of protein phosphory... | 216  | 8  | 2.85  | 7.75E-03 |
| GO:0051272 | positive regulation of cellular componen... | 262  | 9  | 3.46  | 7.79E-03 |
| GO:0040017 | positive regulation of locomotion           | 262  | 9  | 3.46  | 7.79E-03 |
| GO:0070663 | regulation of leukocyte proliferation       | 132  | 6  | 1.74  | 7.95E-03 |
| GO:0048584 | positive regulation of response to stimu... | 1030 | 23 | 13.58 | 8.02E-03 |
| GO:0051347 | positive regulation of transferase activ... | 311  | 10 | 4.1   | 8.02E-03 |
| GO:0002822 | regulation of adaptive immune response b... | 95   | 5  | 1.25  | 8.32E-03 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:2000106 | regulation of leukocyte apoptotic proces... | 61   | 4  | 0.8   | 8.45E-03 |
| GO:0071621 | granulocyte chemotaxis                      | 61   | 4  | 0.8   | 8.45E-03 |
| GO:0002708 | positive regulation of lymphocyte mediat... | 61   | 4  | 0.8   | 8.45E-03 |
| GO:0001776 | leukocyte homeostasis                       | 61   | 4  | 0.8   | 8.45E-03 |
| GO:0048872 | homeostasis of number of cells              | 176  | 7  | 2.32  | 8.65E-03 |
| GO:0060249 | anatomical structure homeostasis            | 176  | 7  | 2.32  | 8.65E-03 |
| GO:0065007 | biological regulation                       | 6249 | 96 | 82.42 | 8.74E-03 |
| GO:0010831 | positive regulation of myotube different... | 11   | 2  | 0.15  | 8.78E-03 |
| GO:0014874 | response to stimulus involved in regulat... | 11   | 2  | 0.15  | 8.78E-03 |
| GO:1902187 | negative regulation of viral release fro... | 11   | 2  | 0.15  | 8.78E-03 |
| GO:0038066 | p38MAPK cascade                             | 11   | 2  | 0.15  | 8.78E-03 |
| GO:0048875 | chemical homeostasis within a tissue        | 11   | 2  | 0.15  | 8.78E-03 |
| GO:0002724 | regulation of T cell cytokine production    | 11   | 2  | 0.15  | 8.78E-03 |
| GO:0002687 | positive regulation of leukocyte migrati... | 62   | 4  | 0.82  | 8.94E-03 |
| GO:0002824 | positive regulation of adaptive immune r... | 62   | 4  | 0.82  | 8.94E-03 |
| GO:0045860 | positive regulation of protein kinase ac... | 268  | 9  | 3.53  | 8.97E-03 |
| GO:0048524 | positive regulation of viral process        | 33   | 3  | 0.44  | 9.17E-03 |
| GO:0019221 | cytokine-mediated signaling pathway         | 178  | 7  | 2.35  | 9.17E-03 |
| GO:0001934 | positive regulation of protein phosphory... | 420  | 12 | 5.54  | 9.45E-03 |
| GO:0001909 | leukocyte mediated cytotoxicity             | 63   | 4  | 0.83  | 9.45E-03 |
| GO:0002705 | positive regulation of leukocyte mediate... | 63   | 4  | 0.83  | 9.45E-03 |
| GO:0002821 | positive regulation of adaptive immune r... | 63   | 4  | 0.83  | 9.45E-03 |
| GO:0070372 | regulation of ERK1 and ERK2 cascade         | 137  | 6  | 1.81  | 9.46E-03 |
| GO:0003012 | muscle system process                       | 225  | 8  | 2.97  | 9.79E-03 |
| GO:0044033 | multi-organism metabolic process            | 34   | 3  | 0.45  | 9.96E-03 |
| GO:0030239 | myofibril assembly                          | 34   | 3  | 0.45  | 9.96E-03 |
| GO:0097530 | granulocyte migration                       | 64   | 4  | 0.84  | 9.98E-03 |
| GO:0051249 | regulation of lymphocyte activation         | 226  | 8  | 2.98  | 1.00E-02 |
| GO:0014854 | response to inactivity                      | 12   | 2  | 0.16  | 1.05E-02 |
| GO:0060333 | interferon-gamma-mediated signaling path... | 12   | 2  | 0.16  | 1.05E-02 |
| GO:0060307 | regulation of ventricular cardiac muscle... | 12   | 2  | 0.16  | 1.05E-02 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:1901016 | regulation of potassium ion transmembran... | 18   | 2  | 0.24  | 2.30E-02 |
| GO:0019076 | viral release from host cell                | 18   | 2  | 0.24  | 2.30E-02 |
| GO:0051239 | regulation of multicellular organismal p... | 1583 | 30 | 20.88 | 2.30E-02 |
| GO:0072593 | reactive oxygen species metabolic proces... | 123  | 5  | 1.62  | 2.32E-02 |
| GO:0030500 | regulation of bone mineralization           | 47   | 3  | 0.62  | 2.39E-02 |
| GO:0001912 | positive regulation of leukocyte mediate... | 47   | 3  | 0.62  | 2.39E-02 |
| GO:0031032 | actomyosin structure organization           | 47   | 3  | 0.62  | 2.39E-02 |
| GO:0035821 | modification of morphology or physiology... | 47   | 3  | 0.62  | 2.39E-02 |
| GO:0044765 | single-organism transport                   | 2124 | 38 | 28.01 | 2.41E-02 |
| GO:0032956 | regulation of actin cytoskeleton organiz... | 169  | 6  | 2.23  | 2.43E-02 |
| GO:0043410 | positive regulation of MAPK cascade         | 267  | 8  | 3.52  | 2.49E-02 |
| GO:0006790 | sulfur compound metabolic process           | 170  | 6  | 2.24  | 2.49E-02 |
| GO:0042127 | regulation of cell proliferatation          | 956  | 20 | 12.61 | 2.54E-02 |
| GO:0007520 | myoblast fusion                             | 19   | 2  | 0.25  | 2.55E-02 |
| GO:0042092 | type 2 immune response                      | 19   | 2  | 0.25  | 2.55E-02 |
| GO:0045736 | negative regulation of cyclin-dependent ... | 19   | 2  | 0.25  | 2.55E-02 |
| GO:0034340 | response to type I interferon               | 19   | 2  | 0.25  | 2.55E-02 |
| GO:0071359 | cellular response to dsRNA                  | 19   | 2  | 0.25  | 2.55E-02 |
| GO:0032412 | regulation of ion transmembrane transpor... | 85   | 4  | 1.12  | 2.58E-02 |
| GO:0002685 | regulation of leukocyte migration           | 85   | 4  | 1.12  | 2.58E-02 |
| GO:0051092 | positive regulation of NF-kappaB transcr... | 85   | 4  | 1.12  | 2.58E-02 |
| GO:0009607 | response to biotic stimulus                 | 484  | 12 | 6.38  | 2.60E-02 |
| GO:0006936 | muscle contraction                          | 172  | 6  | 2.27  | 2.62E-02 |
| GO:0006575 | cellular modified amino acid metabolic p... | 127  | 5  | 1.68  | 2.62E-02 |
| GO:0055001 | muscle cell development                     | 127  | 5  | 1.68  | 2.62E-02 |
| GO:0045088 | regulation of innate immune response        | 127  | 5  | 1.68  | 2.62E-02 |
| GO:0046634 | regulation of alpha-beta T cell activati... | 49   | 3  | 0.65  | 2.66E-02 |
| GO:0006810 | transport                                   | 2553 | 44 | 33.67 | 2.68E-02 |
| GO:0050671 | positive regulation of lymphocyte prolif... | 86   | 4  | 1.13  | 2.68E-02 |
| GO:0035051 | cardiocyte differentiation                  | 86   | 4  | 1.13  | 2.68E-02 |
| GO:0009888 | tissue development                          | 1217 | 24 | 16.05 | 2.77E-02 |
| GO:0032946 | positive regulation of mononuclear cell ... | 87   | 4  | 1.15  | 2.78E-02 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:0032872 | regulation of stress-activated MAPK casc... | 129  | 5  | 1.7   | 2.78E-02 |
| GO:0007160 | cell-matrix adhesion                        | 129  | 5  | 1.7   | 2.78E-02 |
| GO:0030593 | neutrophil chemotaxis                       | 50   | 3  | 0.66  | 2.80E-02 |
| GO:0015748 | organophosphate ester transport             | 50   | 3  | 0.66  | 2.80E-02 |
| GO:0070167 | regulation of biomineral tissue developm... | 50   | 3  | 0.66  | 2.80E-02 |
| GO:0002478 | antigen processing and presentation of e... | 20   | 2  | 0.26  | 2.81E-02 |
| GO:0060306 | regulation of membrane repolarization       | 20   | 2  | 0.26  | 2.81E-02 |
| GO:0030947 | regulation of vascular endothelial growt... | 20   | 2  | 0.26  | 2.81E-02 |
| GO:0006874 | cellular calcium ion homeostasis            | 223  | 7  | 2.94  | 2.81E-02 |
| GO:0034765 | regulation of ion transmembrane transpor... | 175  | 6  | 2.31  | 2.82E-02 |
| GO:0009266 | response to temperature stimulus            | 130  | 5  | 1.71  | 2.86E-02 |
| GO:0090257 | regulation of muscle system process         | 130  | 5  | 1.71  | 2.86E-02 |
| GO:0070302 | regulation of stress-activated protein k... | 130  | 5  | 1.71  | 2.86E-02 |
| GO:0051090 | regulation of sequence-specific DNA bind... | 224  | 7  | 2.95  | 2.87E-02 |
| GO:0065009 | regulation of molecular function            | 1614 | 30 | 21.29 | 2.92E-02 |
| GO:1990266 | neutrophil migration                        | 51   | 3  | 0.67  | 2.95E-02 |
| GO:0002260 | lymphocyte homeostasis                      | 51   | 3  | 0.67  | 2.95E-02 |
| GO:0031343 | positive regulation of cell killing         | 51   | 3  | 0.67  | 2.95E-02 |
| GO:0016310 | phosphorylation                             | 1354 | 26 | 17.86 | 2.97E-02 |
| GO:0051896 | regulation of protein kinase B signaling    | 89   | 4  | 1.17  | 2.99E-02 |
| GO:0070665 | positive regulation of leukocyte prolife... | 89   | 4  | 1.17  | 2.99E-02 |
| GO:0022898 | regulation of transmembrane transporter ... | 89   | 4  | 1.17  | 2.99E-02 |
| GO:0030307 | positive regulation of cell growth          | 89   | 4  | 1.17  | 2.99E-02 |
| GO:0046633 | alpha-beta T cell proliferation             | 21   | 2  | 0.28  | 3.08E-02 |
| GO:0002720 | positive regulation of cytokine producti... | 21   | 2  | 0.28  | 3.08E-02 |
| GO:0086002 | cardiac muscle cell action potential inv... | 21   | 2  | 0.28  | 3.08E-02 |
| GO:0045446 | endothelial cell differentiation            | 52   | 3  | 0.69  | 3.10E-02 |
| GO:0001959 | regulation of cytokine-mediated signalin... | 52   | 3  | 0.69  | 3.10E-02 |
| GO:0050777 | negative regulation of immune response      | 52   | 3  | 0.69  | 3.10E-02 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:0002573 | myeloid leukocyte differentiation           | 133  | 5  | 1.75  | 3.12E-02 |
| GO:0000165 | MAPK cascade                                | 441  | 11 | 5.82  | 3.12E-02 |
| GO:0006942 | regulation of striated muscle contractio... | 53   | 3  | 0.7   | 3.26E-02 |
| GO:0050790 | regulation of catalytic activity            | 1301 | 25 | 17.16 | 3.27E-02 |
| GO:0014706 | striated muscle tissue development          | 282  | 8  | 3.72  | 3.30E-02 |
| GO:0055074 | calcium ion homeostasis                     | 231  | 7  | 3.05  | 3.31E-02 |
| GO:2000514 | regulation of CD4-positive, alpha-beta T... | 22   | 2  | 0.29  | 3.36E-02 |
| GO:0045071 | negative regulation of viral genome repl... | 22   | 2  | 0.29  | 3.36E-02 |
| GO:0010563 | negative regulation of phosphorus metabo... | 283  | 8  | 3.73  | 3.36E-02 |
| GO:0045936 | negative regulation of phosphate metabol... | 283  | 8  | 3.73  | 3.36E-02 |
| GO:0001558 | regulation of cell growth                   | 232  | 7  | 3.06  | 3.38E-02 |
| GO:0071560 | cellular response to transforming growth... | 136  | 5  | 1.79  | 3.39E-02 |
| GO:0044707 | single-multicellular organism process       | 3667 | 59 | 48.36 | 3.44E-02 |
| GO:0032270 | positive regulation of cellular protein ... | 622  | 14 | 8.2   | 3.47E-02 |
| GO:0022603 | regulation of anatomical structure morph... | 564  | 13 | 7.44  | 3.50E-02 |
| GO:0009169 | purine ribonucleoside monophosphate cata... | 286  | 8  | 3.77  | 3.54E-02 |
| GO:0009158 | ribonucleoside monophosphate catabolic p... | 286  | 8  | 3.77  | 3.54E-02 |
| GO:0050865 | regulation of cell activation               | 286  | 8  | 3.77  | 3.54E-02 |
| GO:0042129 | regulation of T cell proliferation          | 94   | 4  | 1.24  | 3.55E-02 |
| GO:0034762 | regulation of transmembrane transport       | 185  | 6  | 2.44  | 3.56E-02 |
| GO:0071559 | response to transforming growth factor b... | 138  | 5  | 1.82  | 3.57E-02 |
| GO:0002688 | regulation of leukocyte chemotaxis          | 55   | 3  | 0.73  | 3.58E-02 |
| GO:0043271 | negative regulation of ion transport        | 55   | 3  | 0.73  | 3.58E-02 |
| GO:0000079 | regulation of cyclin-dependent protein s... | 55   | 3  | 0.73  | 3.58E-02 |
| GO:0070227 | lymphocyte apoptotic process                | 55   | 3  | 0.73  | 3.58E-02 |
| GO:0042327 | positive regulation of phosphorylation      | 508  | 12 | 6.7   | 3.58E-02 |
| GO:0009128 | purine nucleoside monophosphate cataboli... | 287  | 8  | 3.79  | 3.60E-02 |
| GO:0009628 | response to abiotic stimulus                | 808  | 17 | 10.66 | 3.66E-02 |
| GO:0009125 | nucleoside monophosphate catabolic proce... | 289  | 8  | 3.81  | 3.73E-02 |

|            |                                             |      |    |       |          |
|------------|---------------------------------------------|------|----|-------|----------|
| GO:0051155 | positive regulation of striated muscle c... | 25   | 2  | 0.33  |          |
|            | 4.25E-02                                    |      |    |       |          |
| GO:0042787 | protein ubiquitination involved in ubiqu... | 59   | 3  | 0.78  |          |
|            | 4.27E-02                                    |      |    |       |          |
| GO:0042770 | signal transduction in response to DNA d... | 59   | 3  | 0.78  |          |
|            | 4.27E-02                                    |      |    |       |          |
| GO:0060537 | muscle tissue development                   | 298  | 8  | 3.93  | 4.34E-02 |
| GO:0051403 | stress-activated MAPK cascade               | 146  | 5  | 1.93  | 4.38E-02 |
| GO:0032501 | multicellular organismal process            | 3788 | 60 | 49.96 | 4.42E-02 |
| GO:0051234 | establishment of localization               | 2638 | 44 | 34.79 | 4.45E-02 |
| GO:0006641 | triglyceride metabolic process              | 60   | 3  | 0.79  | 4.45E-02 |
| GO:0044839 | cell cycle G2/M phase transition            | 60   | 3  | 0.79  | 4.45E-02 |
| GO:0055088 | lipid homeostasis                           | 60   | 3  | 0.79  | 4.45E-02 |
| GO:0030316 | osteoclast differentiation                  | 60   | 3  | 0.79  | 4.45E-02 |
| GO:0051258 | protein polymerization                      | 147  | 5  | 1.94  | 4.49E-02 |
| GO:0030890 | positive regulation of B cell proliferat... | 26   | 2  | 0.34  |          |
|            | 4.57E-02                                    |      |    |       |          |
| GO:0030501 | positive regulation of bone mineralizati... | 26   | 2  | 0.34  |          |
|            | 4.57E-02                                    |      |    |       |          |
| GO:0045429 | positive regulation of nitric oxide bios... | 26   | 2  | 0.34  |          |
|            | 4.57E-02                                    |      |    |       |          |
| GO:0050798 | activated T cell proliferation              | 26   | 2  | 0.34  | 4.57E-02 |
| GO:0043200 | response to amino acid                      | 102  | 4  | 1.35  | 4.57E-02 |
| GO:0051251 | positive regulation of lymphocyte activa... | 148  | 5  | 1.95  |          |
|            | 4.60E-02                                    |      |    |       |          |
| GO:0006793 | phosphorus metabolic process                | 2576 | 43 | 33.97 | 4.67E-02 |
| GO:0008285 | negative regulation of cell proliferatio... | 414  | 10 | 5.46  |          |
|            | 4.69E-02                                    |      |    |       |          |
| GO:0030036 | actin cytoskeleton organization             | 358  | 9  | 4.72  | 4.71E-02 |
| GO:0031098 | stress-activated protein kinase signalin... | 149  | 5  | 1.97  |          |
|            | 4.71E-02                                    |      |    |       |          |
| GO:1901701 | cellular response to oxygen-containing c... | 590  | 13 | 7.78  |          |
|            | 4.74E-02                                    |      |    |       |          |
| GO:0050793 | regulation of developmental process         | 1349 | 25 | 17.79 |          |
|            | 4.75E-02                                    |      |    |       |          |
| GO:0003158 | endothelium development                     | 62   | 3  | 0.82  | 4.83E-02 |
| GO:0043500 | muscle adaptation                           | 62   | 3  | 0.82  | 4.83E-02 |
| GO:0051928 | positive regulation of calcium ion trans... | 62   | 3  | 0.82  |          |
|            | 4.83E-02                                    |      |    |       |          |
| GO:0006778 | porphyrin-containing compound metabolic ... | 27   | 2  | 0.36  |          |
|            | 4.89E-02                                    |      |    |       |          |
| GO:0032410 | negative regulation of transporter activ... | 27   | 2  | 0.36  |          |
|            | 4.89E-02                                    |      |    |       |          |
| GO:0070169 | positive regulation of biomineral tissue... | 27   | 2  | 0.36  |          |
|            | 4.89E-02                                    |      |    |       |          |
| GO:0031529 | ruffle organization                         | 27   | 2  | 0.36  | 4.89E-02 |

|            |                                             |     |    |      |          |
|------------|---------------------------------------------|-----|----|------|----------|
| GO:0071622 | regulation of granulocyte chemotaxis        | 27  | 2  | 0.36 |          |
|            | 4.89E-02                                    |     |    |      |          |
| GO:0045773 | positive regulation of axon extension       | 27  | 2  | 0.36 |          |
|            | 4.89E-02                                    |     |    |      |          |
| GO:0001782 | B cell homeostasis                          | 27  | 2  | 0.36 | 4.89E-02 |
| GO:0030101 | natural killer cell activation              | 27  | 2  | 0.36 | 4.89E-02 |
| GO:0014911 | positive regulation of smooth muscle cel... | 27  | 2  | 0.36 |          |
|            | 4.89E-02                                    |     |    |      |          |
| GO:0009967 | positive regulation of signal transducti... | 776 | 16 |      |          |
|            | 10.23 4.90E-02                              |     |    |      |          |
| GO:0045926 | negative regulation of growth               | 151 | 5  | 1.99 | 4.94E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

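Gastrocnemius and triceps brachii of 29 male rats were sequenced, 10 of 8 months, 10 of 18 months and 9 of 24 months, which makes 58 libraries. The authors prepared the libraries with TruSeq kits, aligned paired reads to Rnor_6 with RNAStar, removed reads of low mapping quality and counted the others per gene with HTSeq in its union mode. The deposited table holds these counts, as whole numbers of reads, for 32545 Ensembl genes. The strand option of HTSeq and the Ensembl release are not stated, so values of genes that overlap another gene, on the same or the opposite strand, are uncertain. Reads shared between similar genes, such as Hba1 and Hba2 or the RT1 genes, were not separated.

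Read totals per library ran from 11176076 to 72297573, with a median of 21249321. Differences between rats of a group were far larger than counting error: between pairs of libraries of a group, the chi-square per degree of freedom was between 11.6 and 403. The spread between rats therefore sets the precision, and errors are SD over rats or SE from the fit.

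The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 20 reads in at least 1 library were kept, 14947 in all, and scaled by TMM. Each age comparison in each muscle was an edgeR quasi-likelihood F test with 1 mean for each of the 6 groups, adjusted by Benjamini and Hochberg, and a gene was called regulated at an adjusted p under 0.05 and a fold change over 2. The difference between the muscles was the change in triceps brachii minus the change in gastrocnemius, with the rat as a block, called at an adjusted p under 0.05. For genes with at most 3 reads over all libraries of a group, the ratio of reads per total with its 95% Clopper-Pearson interval stands in place of the fitted fold change, and no fold change is given against a group without a read. An exception is Sohlh2 in triceps brachii, with 2 reads over the adult and 1 over the sarcopenic libraries. Its fitted values are printed beside these reads and have no firm size. The pipeline was tested on simulated data with 200 changed of 14378 genes: edgeR recovered 199 with 1 false call for gastrocnemius from 8 to 24 months, and 198 with 16 false calls for the difference between the muscles. The changed genes had at least 1 CPM and a log2 change of 2, up or down, in gastrocnemius at 24 months only. Recovery of smaller changes and of genes near the floor was not tested. The real differences called between the muscles from 8 to 24 months had a median absolute log2 value of 0.616.

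The pairing of the muscles was checked on 12562 genes. After removal of the group means, the correlation between the 2 muscles of a rat had a mean of 0.294 at 8, 0.172 at 18 and 0.264 at 24 months, against -0.0331, -0.0181 and -0.0326 between different rats, and was over 0.1 in 10, 7 and 8 rats.

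Genes to be named were fixed before the counts were seen: the genes legible in Fig. 4C, those of Fig. 4D, the first 10 of Table S2, whose values there had been seen, lists for the postsynaptic junction, myosin fibre types, denervation, cholesterol and the nerve genes of Fig. 6D, and the largest changes of each comparison. The largest rises and falls in gastrocnemius were ranked by the fitted fold change among regulated genes with a mean of at least 1 TMM CPM at 8 or 24 months and the same sign with each rat left out. Further lists, for oxidative phosphorylation, extracellular matrix and immune genes, were summarised, as were lists for blood, fat and Schwann cells. Symbols were at hand only for the genes of Table S2, as the reference table holds no Ensembl identifiers. No member of the lists for myosin fibre types, fat, Schwann cells and the nerve genes of Fig. 6D could be matched.

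The alternatives set before the counts were seen were DESeq2, limma's voom with the within-rat correlation, RLE and upper quartile factors, edgeR's filterByExpr, no filter, only the libraries of the muscle, a block by label number, no block by rat, no limit on the fold change, an added limit for the difference between the muscles, and leaving out each rat in turn. Voom without a limit on the fold change and library totals without factors were added after the data were seen. The quantitative PCR, histology and human data of the paper are not part of the deposited counts and were not analysed.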

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

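In this part, the tests of the spread between triceps brachii libraries, of the deeper libraries, of rat 50 and of the age scores were chosen after the results were seen; those of chance and of library depth for the difference between the muscles were set before.

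The change with age differed between the muscles for 47 genes from 8 to 18 months and for 2159 from 8 to 24 months, by the test of the difference itself. Neither number was reached by any other of 35 splits of the rats into ages (1 of 35 in each case, the real one included). The other splits called at most 1 gene from 8 to 18 months and 0 from 8 to 24 months. Chance is thus argued against, though 35 splits can give no share under 1 of 35. Fewer reads in triceps brachii are argued against: with every library thinned to 11176076 reads, 102 genes were regulated in triceps brachii and 1086 in gastrocnemius from 8 to 24 months. A larger spread between triceps brachii libraries is argued against as well, since 94.81% of the 2159 genes changed more in gastrocnemius and the common dispersion was 0.0547 in gastrocnemius and 0.0575 in triceps brachii. The labels name no batch, and the splits take no account of the label numbers, the replicate numbers that recur at each age. From 8 to 24 months the change with age thus differed between the muscles in these libraries, while the cause of the difference stays open. From 8 to 18 months the number of genes ran from 13 to 63 with 1 rat left out.

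Of the 42 named genes with a symbol, 37 differed between the muscles from 8 to 24 months. The change in triceps brachii minus the change in gastrocnemius, on the log2 scale, was -2.84 for Chrna1, -2.0 for Musk, -1.30 for Hdac4, -1.76 for Cdk5r1, -1.10 for Kcnn3, -0.48 for Itgb1, -0.66 for App, -0.77 for Camk2d, -0.57 for Sync, 0.39 for Dnaja3, 0.45 for Akap1, 0.59 for Dlg1 and 0.56 for Prkcq among the genes of Fig. 4C. Among the first 10 genes of Table S2 it was 2.08 for Acss1, -1.26 for Sel1l3, -1.85 for Adam19, -2.15 for Igf2, 1.49 for Plin4, -1.35 for Megf10, -0.86 for Slc44a1, -1.24 for Sil1, -2.90 for Cdkn1a and -3.34 for Fndc3c1. In the other lists it was -0.62 for Chrnb1, -1.46 for Chrne, -1.87 for Gadd45a, -1.62 for Runx1, -1.91 for Ncam1, -1.15 for Myh8, 0.43 for Fdft1, -0.44 for Idi1, 0.50 for Pmvk and -0.51 for Msmo1, and among the largest changes -7.71 for Sohlh2, 2.40 for AABR07022113.1, 2.31 for Kcnh1 and 1.21 for Tdrkh. Sohlh2 had 2 reads over the adult and 1 over the sarcopenic triceps brachii libraries, so its value has no firm size, and it lost its adjusted p under 0.05 without rat 9. Akap1 lost it without rat 9, 10 or 41, and Idi1 without rat 1, 2, 3, 4, 6, 8, 9, 10, 17, 20, 41, 42, 44, 45, 49 or 50. Without the rat as a block, the adjusted p in edgeR was 0.0730 for Sohlh2, 0.0890 for Akap1, 0.0538 for Idi1, 0.0530 for Cdk5r1, 0.0548 for Fdft1 and 0.185 for Myh8. Sohlh2 also had an adjusted p of 0.121 with DESeq2, and Idi1 one of 0.0882 in edgeR with no filter. All 42 come from Table S2, which the paper selected for such a difference on the same libraries, so their number is not independent evidence.

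Each group of up to 10 libraries was searched for a library far from the others, in 42 groups. Chance alone would single out about 1 in 20 groups, or 2.1, and 5 were found. The totals of 2 libraries were far above those of their group: 51254759 reads for triceps brachii of rat 6, with 25925109 next, and 72297573 reads for gastrocnemius of rat 44, with 28495872 next. Of the genes regulated from 8 to 24 months, 105 of 130 in triceps brachii were still regulated without rat 6 and 1245 of 1349 in gastrocnemius without rat 44, so most calls do not need the deeper library. No biological explanation was tested.

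In triceps brachii of rat 50, Musk had 8.60 TMM CPM, with 3.62 next among the sarcopenic rats. The same library held reads of 3 genes without a symbol that are nearly restricted to gastrocnemius in adult rats and that the paper does not discuss: 4.96 TMM CPM of ENSRNOG00000016149, 1.83 of another and 0.446 of the last, against at most 0.110, 0 and 0.115 in the other sarcopenic triceps brachii libraries. A swapped or mislabelled library is argued against, as the highest of the 3 reached 29.88% of the level in the gastrocnemius of the same rat. Gastrocnemius RNA in the library may be the source: 5 further genes over 10 times as high in the gastrocnemius of rat 50 as in every other sarcopenic triceps brachii library stood at a median of 12.01% of that level, and Musk at 27.8%. Chrna1 stood at 4.81%, and the shares of the 8 genes ran from 9.69 to 29.9%, wider than a single admixture would give. A local change in this muscle stays open, and earlier forms of the test, over more genes, did not set rat 50 apart, which ranked 3 among 29 libraries.

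An age score was formed from the genes regulated in gastrocnemius from 8 to 24 months, with 0 for the adult mean of each muscle and 1 for the sarcopenic gastrocnemius. In triceps brachii it was 0.584 in rat 42 at 24 months, with 0.311 next, and 0.260 in rat 9 at 8 months, with 0.0585 next. Depth is argued against by totals of 22005135 reads for rat 42 and 22740021 for rat 9, inside the range of their groups. Gastrocnemius RNA is argued against for rat 42, where the highest of the 3 restricted genes stood at 0.0% of the level in its gastrocnemius, and for rat 9, where it stood at 0.2032%. For rat 42, the earlier forms of the test went the other way. They gave its library a share of 69.4% over 21 and over 13 genes, and 8.41% over 8 genes. A difference between rats in the response to age stays open for rat 42, and a difference between rats for rat 9, both untested.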

How the results depend on the processing

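Voom without a limit on the fold change, library totals and the test of shared handling were chosen after the results were seen; the other alternatives were set before.

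The number of genes from 8 to 24 months in gastrocnemius stayed within 1.5 times its value under DESeq2 (1325), voom (1347), RLE (1346) and upper quartile factors (1403), both filters (1155 with filterByExpr, 1694 with none), and the libraries of the muscle alone (1341). The other numbers moved as follows, and the causes were not tested. DESeq2 gave 9 genes in triceps brachii from 8 to 18 months, 39 from 18 to 24 months, and 137 for the difference between the muscles at 18 months. Voom gave 129 in gastrocnemius from 8 to 18 months, 47 in triceps brachii from 8 to 24 months, 8 for the difference at 18 months and 33 genes shared by the muscles. In triceps brachii from 18 to 24 months, voom called 0 genes, with 2125 at an unadjusted p under 0.05, against 22 with edgeR and 39 with DESeq2; RLE and upper quartile factors called 12 each, filterByExpr 11, no filter 10 and the libraries of the muscle alone 1. Without the rat as a block, the difference between the muscles held 25 genes at 18 and 1406 at 24 months.

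Some changes follow from the alternative itself. Without a limit on the fold change, gastrocnemius had 693, 6601 and 3109 genes, triceps brachii 7 from 8 to 18 and 406 from 8 to 24 months, and the muscles shared 314. With a limit of 1 on the log2 difference between the muscles, 28 genes were left at 18 and 502 at 24 months. Voom without a limit gave 515, 6801 and 3659 genes in gastrocnemius, 0 in triceps brachii from 18 to 24 months and 167 shared. Library totals gave 2067 genes in gastrocnemius, of which 92.0% rose, and 253 in triceps brachii, of which 97.6% rose. The log2 fold changes in gastrocnemius from 8 to 24 months had the sign of Table S2 for 99.9% of the 2149 genes read from it with edgeR and 100% with voom; over the 4 coefficients of the table, the shares ran from 98.4 to 99.9% with edgeR and from 99.9 to 100% with voom.

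With each rat left out in turn, the numbers ran from 176 to 254, 1210 to 1476 and 297 to 506 in gastrocnemius, 2 to 8, 55 to 183 and 3 to 59 in triceps brachii, 13 to 63 and 1696 to 2526 for the difference between the muscles, and 36 to 106 for the shared genes. Among named genes, 4680 of these values kept direction and side of the threshold, 126 lost and 27 gained an adjusted p under 0.05, and 36 changed sign. Of the 36, 1 had been regulated with all rats: ENSRNOG00000016149 in triceps brachii, from -0.035 without rat 50 to 5.15 without rat 9. The others lay in triceps brachii, all with an adjusted p over 0.05 in edgeR with all rats and with each left out: -1.48 to 0.89 for Sohlh2, which has 3 reads there over both ages, -0.18 to 0.085 for Chrne, -0.060 to 0.089 for Plin4, -0.065 to 0.049 for Dlg1, -0.030 to 0.033 for Itgb1, -0.025 to 0.058 for Sil1, -0.10 to 0.016 for Idi1, -0.0067 to 0.090 for Pmvk and -0.051 to 0.059 for Msmo1.

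Under DESeq2, 156 values of named genes kept both, 7 gained, 3 lost and 2 changed sign; under voom 135, 7, 25 and 1; under RLE factors 167 kept both and 1 changed sign. Signs changed only at an adjusted p over 0.05 in these and the other alternatives. In triceps brachii, Itgb1 had -0.0019 with DESeq2, -0.0019 with RLE factors, -0.0040 with no filter and -0.015 with the libraries of the muscle alone, where Msmo1 had -0.0081. Plin4 had 0.021 with voom, 0.0036 with upper quartile factors, 0.0013 with filterByExpr and 0.017 with the block by label number. For the difference between the muscles, a gene without a symbol had -0.51 with DESeq2, against 2.45 with edgeR. The relation between the muscles over the 9 sarcopenic rats, r = -0.254 for the postsynaptic score (exact permutation p = 0.49), was 0.312 for Musk alone (exact permutation p = 0.431) and 0.121 without rats 43 and 47 (exact permutation p = 0.861).

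Each rat has its own number. The label number used here is the replicate number in the sample titles, which recurs at each age, and the labels do not tie it to handling. Deviations from the group mean of same-numbered gastrocnemius libraries of 8 and 18 months correlated with a mean r of 0.218 (permutation p = 0.0002, Benjamini-Hochberg adjusted p = 0.0012). For triceps brachii of the same pairs the mean r was 0.0942 (permutation p = 0.0567, adjusted p = 0.17), so shared handling could not be told apart from no effect there. Same-numbered libraries of 24 months showed no such relation to those of 8 or 18 months in either muscle. Their mean r ran from -0.0319 to 0.0520, with a permutation p of 0.228 or more. A block by label number called 1 gene in triceps brachii from 18 to 24 months, 159 in gastrocnemius from 8 to 18 months and 1367 from 8 to 24 months. With this block, 3 of the 5 largest changes regulated in triceps brachii only had an adjusted p of 0.0679, 0.0638 and 0.0715 in edgeR and the gene with 1 adult read among them 0.0512.

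The planned tests of whole gene lists, camera and fry, were not run, since symbols covered too few members of each list and only members selected by Table S2. With the smallest library at 11176076 reads, changes in genes with a few reads per group have wide intervals.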

Differences from the paper's values

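Voom without a limit on the fold change and library totals were chosen after the values were seen; the other alternatives were set before. Voom drops 0 of the genes that the paper lists in Table S2, and calls all 2163 of them.

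The paper states more than 3000 genes regulated during early sarcopenia in gastrocnemius, against 235 here, and no alternative comes within 1.5 times of it: 693 without a limit on the fold change, and 515 with voom and no limit, chosen after the values were seen. The stated number is nearer to the about 3700 that Fig. 4A shows, read by eye, for early-sarcopenic against sarcopenic muscle, and the paper leaves unclear which comparison it stands for. Fig. 4A shows about 520 for adult against early-sarcopenic muscle, read by eye, against 235 here; only dropping the limit (693), or voom without it, chosen after the values were seen (515), comes within range, and no other alternative does. The paper states more than 6000 genes in sarcopenic gastrocnemius and Fig. 4A shows about 6800, read by eye, against 1349 here; dropping the limit gives 6601 and voom without it, chosen after the values were seen, 6801, and the others, from 1155 to 1694, or 2067 with library totals, chosen after the values were seen, still differ. For early-sarcopenic against sarcopenic gastrocnemius, Fig. 4A shows about 3700, read by eye, against 401 here, with 3109 without the limit and 3659 with voom and no limit, chosen after the values were seen; the others differ. In any comparison, the figure gives about 7000 for gastrocnemius, read by eye, against 1409 here, with 6830 without the limit and 7053 with voom and no limit, chosen after the values were seen; the others differ.

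For triceps brachii from 18 to 24 months, the figure shows about 0 genes, read by eye, against 22 here with edgeR, with 2246 at an unadjusted p under 0.05. Voom has 0, with and without the limit, the latter chosen after the values were seen; DESeq2 (39), RLE and upper quartile factors (12), filterByExpr (11), no filter (10), the libraries of the muscle alone (1), the block by label number (1) and no limit with edgeR (29) differ.

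Fig. 4B shows about 170 genes regulated in both muscles, read by eye, against 88 here; of all settings only voom without a limit, chosen after the values were seen, comes within range, with 167. It shows about 28 genes regulated in triceps brachii only, read by eye, against 46 here; filterByExpr (41), no filter (42), the libraries of the muscle alone (28), the block by label number (24) and voom without a limit, chosen after the values were seen (28), come within range, and DESeq2 (86), voom (16), RLE (47) and upper quartile factors (45) and no limit with edgeR (99) do not. For triceps brachii in any comparison, the paper states 196 genes, against 134 here. DESeq2 gave 191, voom 49 and voom without a limit 195. Only voom without a limit, chosen after the values were seen, came within range of every count read from Fig. 4A and 4B. These counts thus argue against a fold change limit in the figure, though its legend states one. The number stated for early sarcopenia in gastrocnemius stays unmatched.

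The paper holds that nearly every gene changed in triceps brachii changed alike in gastrocnemius. Over all 134 genes, 88 (65.7%) were regulated in both here, and 84 of these in the same direction. With or without a call there, 114 of the 134 had the same direction in gastrocnemius from 8 to 24 months, and voom without a limit, chosen after the values were seen, shared 85.6%. The paper also holds that no neuromuscular gene was regulated in triceps brachii. Of the 14 genes of Fig. 4C with a symbol, 11 had an adjusted p over 0.05 there, and Musk and Hdac4 were among them, while Chrna1 was regulated, with a log2 fold change of 1.56, and Kcnn3 and Camk2d had an adjusted p under 0.05, all by edgeR. Voom, as planned, called none of the 3.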

Other observations

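In this part, the counts of splits for the age comparisons and the tests of the 37 genes and of the libraries of rats 50 and 42 were chosen after the results were seen; the others were set before.

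Other splits of the same rats into ages were counted for each comparison. In gastrocnemius, 1 of 100 splits, the real one included, called as many genes from 8 to 18 months and 1 of 100 from 8 to 24 months, which argues against chance. From 18 to 24 months it was 2 of 100, and another split called 442 genes against the real 401. Chance is argued against less firmly there. Label numbers, the replicate numbers that recur at each age, were not part of this count. In triceps brachii it was 1 of 100 from 8 to 18 months, 1 of 100 from 8 to 24 months and 6 of 100 from 18 to 24 months, so chance cannot be excluded for the 22 genes of the last comparison. For these the outcome depends on the splits drawn, as a first draw gave 2 of 60, on the other side of 0.05. For the genes regulated in both muscles from 8 to 24 months it was 1 of 100, so chance is argued against.

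Of the 130 genes regulated in triceps brachii from 8 to 24 months, 107 were still regulated without rat 50 and 54 without rat 42, so neither library alone accounts for all of them, while 76 lost their call without rat 42. Without rat 42, 55 genes were called in all, close to the 54 of the highest other split for this comparison. Splits without rat 42 were not counted, so chance was not tested for that number. More genes rose than fell among the regulated genes of gastrocnemius over these ages, with at least 72.29% higher under every scaling. Scaling cannot be told apart from a change in the muscle here: TMM, RLE and upper quartile factors and DESeq2's size factors all centre the genes alike, library totals shift them upward, and no scaling that could lower the share was run. Without the limit on the fold change, 3372 genes rose and 3229 fell.

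The 5 genes with a symbol on a list of 10 denervation genes rose in gastrocnemius from 8 to 24 months: 4.45 for Cdkn1a, 3.34 for Gadd45a, 3.11 for Runx1, 2.83 for Ncam1 and 0.79 for Myh8, on the log2 scale. In triceps brachii 4 were regulated, with 1.55 for Cdkn1a (adjusted p = 0.00361 from edgeR, 0.00117 to 0.0127 over the alternatives), 1.58 for Gadd45a (0.00426, 0.000558 to 0.0269), 1.60 for Runx1 (0.00521, 0.000643 to 0.0593) and 1.03 for Ncam1 (0.0309, 0.0107 to 0.102), and Myh8 had -0.10. Ncam1 lost its adjusted p under 0.05 without rat 2, 3, 5, 7, 10, 41, 42 or 44, and Myh8 in gastrocnemius without rat 1, 2, 4, 10 or 50. The 5 changed more in gastrocnemius, and were chosen for Table S2 on the same libraries.

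Of 20 cholesterol genes, 4 had a symbol: in gastrocnemius 0.41 for Idi1 and 0.53 for Msmo1, against -0.54 for Fdft1 and -0.45 for Pmvk. In triceps brachii they lay between -0.12 and 0.04, or 4 of 4 higher under library totals. The 2 blood genes with a symbol, Hba1 and Hba2, fell in gastrocnemius with log2 fold changes of -0.99 and -0.90, and reads shared between them make the values uncertain; in triceps brachii their median was 0.06.

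A group of 37 genes fell in gastrocnemius and rose in triceps brachii from 8 to 24 months, with median log2 fold changes of -2.64 and 2.20; 3 of them were regulated in triceps brachii. Their summed level was uneven between rats, from 18.9 to 150 TMM CPM in adult gastrocnemius and from 12.9 to 245 in sarcopenic triceps brachii. RNA of another tissue in part of the libraries may be the source: in the 20 libraries of 18 months, which did not enter the choice of the genes, their mean correlation was 0.1217, and 2 of 1000 random lists came as high. Of the 37, 7 have a symbol and are named here after their values were seen: Hpd, Tat, Cyp2c11, Fanca, Cacna1e, Ropn1 and Trim67. No list of marker genes set beforehand holds them, so no tissue is named as the source, and a change in the muscles themselves stays open.

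The age score of early-sarcopenic gastrocnemius ran from 0.136 to 0.851, with a mean of 0.42 ± 0.234 (SD, n = 10). It could not be told apart whether depth plays a part, with r = 0.1842 (permutation p = 0.605), or a change shared with the triceps brachii of the same rat, with r = -0.1206 (permutation p = 0.727), as 10 rats leave wide limits.

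Over the 9 sarcopenic rats, the postsynaptic score of gastrocnemius and of triceps brachii had r = -0.254 (exact permutation p = 0.49) and a Spearman rho of -0.25 (exact permutation p = 0.521). For Chrna1 alone r was -0.148 (p = 0.775), for Musk alone 0.312 (p = 0.431), and without rats 43 and 47 it was 0.121 (p = 0.861), each by an exact permutation test.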
